# DNA methylation and gene expression changes in mouse pre- and post-implantation embryos generated by intracytoplasmic sperm injection with artificial oocyte activation

**DOI:** 10.1186/s12958-021-00845-7

**Published:** 2021-11-04

**Authors:** Mingru Yin, Weina Yu, Wenzhi Li, Qianqian Zhu, Hui Long, Pengcheng Kong, Qifeng Lyu

**Keywords:** Artificial oocyte activation, Mouse blastocysts, Gene expression, Imprinted gene, DNA methylation

## Abstract

**Background:**

The application of artificial oocyte activation (AOA) after intracytoplasmic sperm injection (ICSI) is successful in mitigating fertilization failure problems in assisted reproductive technology (ART). Nevertheless, there is no relevant study to investigate whether AOA procedures increase developmental risk by disturbing subsequent gene expression at different embryonic development stages.

**Methods:**

We used a mouse model to explore the influence of AOA treatment on pre- and post-implantation events. Firstly, the developmental potential of embryos with or without AOA treatment were assessed by the rates of fertilization and blastocyst formation. Secondly, transcriptome high-throughput sequencing was performed among the three groups (ICSI, ICSI-AOA and dICSI-AOA groups). The hierarchical clustering and Principal Component Analysis (PCA) analysis were used. Subsequently, *Igf2r/Airn* methylation analysis were detected using methylation-specific PCR sequencing following bisulfite treatment. Finally, birth rate and birth weight were examined following mouse embryo transfer.

**Results:**

The rates of fertilization and blastocyst formation were significantly lower in oocyte activation-deficient sperm injection group (dICSI group) when compared with the ICSI group (30.8 % vs. 84.4 %, 10.0 % vs. 41.5 %). There were 133 differentially expressed genes (DEGs) between the ICSI-AOA group and ICSI group, and 266 DEGs between the dICSI-AOA group and ICSI group. In addition, the imprinted gene, *Igf2r* is up regulated in AOA treatment group compared to control group. The *Igf2r/Airn* imprinted expression model demonstrates that AOA treatment stimulates maternal allele-specific mehtylation spreads at differentially methylated region 2, followed by the initiation of paternal imprinted *Airn* long non-coding (lnc) RNA, resulting in the up regulated expression of *Igf2r*. Furthermore, the birth weight of newborn mice originating from AOA group was significantly lower compared to that of ICSI group. The pups born following AOA treatment did not show any other abnormalities during early development. All offspring mated successfully with fertile controls.

**Conclusions:**

AOA treatment affects imprinted gene *Igf2r* expression and mehtylation states in mouse pre- and post-implantation embryo, which is regulated by the imprinted *Airn*. Nevertheless, no significant differences were found in post-natal growth of the pups in the present study. It is hoped that this study could provide valuable insights of AOA technology in assisted reproduction biology.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-021-00845-7.

## Introduction

Assisted reproductive technology (ART) provide a useful alternative for the infertility cases and five million children were born to date using these methods. The application of intracytoplasmic sperm injection (ICSI) has solved most male infertility problems in assisted reproductive medicine [1]. Whereas, 1–3 % of ICSI fertilization failure still occurs in ICSI cycles [2]. Oocyte activation deficiency (AOD) is one of the factors associated with ICSI failure. Oocyte activation is an imperative stage in the initiation of embryo development during the fertilization, involving mainly calcium (Ca^2+^) rise. The calcium oscillations are stimulated by the entrance of sperm, and then phosphatidylinositol 4,5-bisphosphate (PIP2) is hydrolyzed to inositol 1,4,5-trisphosphate (IP3) and diacylglycerol (DAG) by some sperm soluble factors. Whereafter, further Ca^2+^ oscillations are induced following IP3 binds to specific receptors. A series of molecular events such as exocytosis of cortical granules, recruitment of maternal mRNA, pronuclear formation, and polyspermy prevention occurred after oocyte activation [3–5]. Phospholipase C zeta (PLCζ) existed in sperm, which is considered to be the physiological factor for oocyte activation [6]. Apart from these natural activators, some stimulants, such as ionomycin, calcimycin, and strontium chloride have been applied to mitigate ICSI fertilization failure. These methods have been known as artificial oocyte activation (AOA) and are considered to be a useful method for fertilization failure problems.

With the increasingly wide application of AOA, some concerns remain regarding the safety of this technology. The period that oocyte activation is a critical window of gene imprinting removal, establishment and maintenance. So it is critically important to investigate whether AOA procedure increase developmental risks during the embryonic or neonatal development stages. Although some clinical data analyses have demonstrated that birth characteristics and congenital malformations following AOA are within the expected range [7–9], it is critically important to evaluate in details the impact of AOA in embryo early development from gene expression and epigenetic point of view. Therefore, it is essential to  animal models for further study. Mouse oocytes can be used to study oocyte activation in humans [10]. Therefore, a mouse model with oocyte AOD sperm would be useful for studying AOA. Some sperm-derived factors, such as PLCζ [11], are considered as the sperm-associated oocyte-activating factors (SOAFs). Some studies [12, 13] have proved that release of SOAFs from disrupted membranes had been shown to suppress oocyte activation. In our previous study, we established a simple and effective method for generating oocyte AOD mouse spermatozoa [14]. And with the release of SOAFs from disrupted membranes, spermatozoa with different oocyte activation-deficient were established.

Precise genomic imprinting plays an important role in regulating the growth and development of embryos, and also in the early postnatal phase. Manipulation or non-physiological culture environments may affect the gene expression or epigenetic modification of imprinted genes during early embryo development stages or later fetal development. DNA methylation, an epigenetic imprinting modification, acts in concert to negatively control gene expression. DNA methylation at differentially methylated regions (DMRs) or imprinting control regions (ICRs) is required for imprinted expression at many loci. But until now, it is unknown whether AOA treatment would produce some effects on gene expression and methylation in embryo development stages. Therefore, we aim to explore these in this study.

In the present study, transcriptome high-throughput sequencing was performed to provide a profile of the differences in the global patterns of gene expression between ICSI-AOA treatment and ICSI generated mouse blastocysts. In addition, we focused on the different expression of imprinted genes, of which the *Igf2r* was up-regulated in AOA treatment groups compared to ICSI group. It is known that the imprinted *Airn* long non-coding (lnc) RNA is paternally expressed and silences *Igf2r* genes in cis. Therefore, the study aims to explore the effect of AOA on the dynamic regulation of *Igf2r/Airn* in the pre- and post-implantation embryo.

## Materials and methods

### Animals

C57BL/6 mice were provided by the SLAC Laboratory Animal Co. Ltd (Shanghai, PRC) and were used to prepare oocytes and sperms. All animals were maintained under a 12:12 h lighting schedule rooms (lights on at 07:00-19:00). All animals were maintained and treated in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by Animal Care and Use Committee of Shanghai Jiao Tong University School of Medicine.

### Mouse oocyte collection and activation-deficient spermatozoa handling

Mouse oocyte collection process was shown in our previous study [14, 15]. Female C57BL/6 mice (4–6 weeks old) were used for superovulation. Finally, the denuded oocytes were cultured in drops of KSOM (MR-107, Millipore, Germany) under mineral oil at 37 ℃ and 5 % CO_2_ in the incubator. An efficient method for producing activation-deficient mouse spermatozoa was identified in previous study [14]. Briefly, Epididymal spermatozoa were obtained from male C57BL/6 mice at 8–12 weeks. A dense sperm mass was incubated at 37℃ and 5 % CO_2_ for 30 min to gather motile sperm. A half of the top 1 ml sperm suspension was carefully aspirated. Then sperm suspension was rapidly drawn in and out by a 1ml pipette for 10 min to separate 60–80 % of sperm heads from their tails. To acquire oocyte-activating capacity decreased sperm, the sperm heads were incubated at 37℃ for 4 h. The other half of the top 1 ml sperm suspension was directly injected into oocytes for the control.

### Measurement of calcium oscillation pattern

Firstly, MII mouse oocytes were loaded in KSOM with 10µM fura-2 acetoxymethyl ester (fura-2 AM, Invitrogen) for 20 min at 37 ℃. The dye was first dissolved in DMSO containing Pluronic F-127 (Molecular Probes no. P3000) (final concentration, 0.08 % v/v and 0.016 %, respectively) and then diluted in KSOM-HEPES medium. After washing three times, the loaded oocytes were incubated in KSOM medium at 37 °C under 5 % CO_2_. Then the oocytes were used for ICSI or ICSI-AOA in different groups under the conditions described. And the oocytes were allowed at least 20 min of recovery in KSOM. Next, the oocytes were placed in drops of KSOM under mineral oil on an inverted microscope equipped with an atmospheric chamber and a filter switch providing excitation alternating between 340 and 380 nm for fura-2, and the emission wavelength is 510 nm. On average, 10-15 oocytes in each group were measured simultaneously. A scan was performed every 5 s over a time period of 1 h. The intracellular calcium levels were recorded in terms of the ratio of 340 and 380 nm fluorescence. Four different categories were distinguished according to the frequency of calcium oscillatory pattern as follows [16, 17]with appropriate changes: (0) no Ca^2+^ spikes, (+) 1–3spikes, (++) 4–8 spikes and (+++) > 8 spikes within 1 h following ICSI.

### Mouse ICSI and artificial oocyte activation (AOA)

The microinjection was performed on an inverted microscope (Olympus) equipped with a warm plate and a micromanipulation system (MM-89; Narishige, Iapan) as previously described [18]. The oocytes were treated with ionomycin (Sigma, St. Louis, MO, USA) in different concentrations for 10 min at 37 ℃ in 5 % CO2, after 30 min of ICSI. Our study contained 4 groups, as follows: (A, ICSI group) normal sperm injection as control, (B, ICSI-AOA group) normal sperm injection with AOA treatment, (C, dICSI group) oocyte activation-deficient sperm injection, (D, dICSI-AOA group) oocyte activation-deficient sperm injection with AOA treatment. To determine the optimal concentration for each treatment, the dICSI-derived oocytes were treated with concentrations of 0 (solvent control), 1µM, 2.5µM ionomycin for 10 min. The suitable AOA condition was determined by calcium oscillation pattern analysis compared with group A. Then the oocytes were thoroughly washed and left in KSOM for further culture or for the next calcium oscillation pattern analysis.

### Embryo transfer

Female ICR mice aged 8-12 weeks old were used as recipient mothers. The night before embryo transfer, they were mated with vasectomized ICR male mice to obtain pseudopregnant foster mothers. According to the presence of a vaginal plug, surrogate ICR mice were identified, and the day of the vaginal plug was designated as 0.5 d.p.c. (days post coitum). Each time, 14-18 embryos were transferred at the 2-cell stage into the oviduct of each recipient using a glass pipette. The days of fetal sampling were 6.5 d.p.c., 7.5 d.p.c., and 8 d.p.c., respectively. After birth, pups were weighed weekly until 8 weeks of age. Pups were weaned after the third week, and females and males were put separately. At 8 weeks of age, couples were formed by putting male and female offspring with fertile controls to assess their fertility.

### Collection of Samples and Transcriptome High-Throughput Sequencing

The blastocyst stage embryos were collected for sequencing. Five blastocysts were pooled for each treatment group (ICSI, ICSI-AOA and dICSI-AOA) in the same time from started injection and three independent replicates for each treatment procedure were collected. ICSI, ICSI-AOA and dICSI-AOA were named group A, B and D, respectively in the following sequencing. Total RNA was isolated from blastocyst of samples with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) and GlycoBlue™ Coprecipitant (Ambion, AM9515) for facilitating good RNA recovery while increasing the size and visibility of the pellet. The RNA concentration of each sample was measured using the NanoDrop ND-1000 instrument (Thermo Fisher Scientific, Waltham, MA, USA). All RNA samples met standards of quality control according to the qualified ratio of OD260/OD280 ranged from 1.8 to 2.1. Transcriptome high-throughput sequencing was provided by CloudSeq Biotech Inc. (Shanghai, China). RNA preprocessing for constructing the sequencing library was implemented with the SMARTer Stranded Total RNA-Seq Kit (Takara). Libraries were controlled for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

### Bioinformatics analysis

Paired-end reads were acquired from the Illumina HiSeq 4000 sequencer. After 3′ adaptor-trimming and removing low quality reads by cut adapt software (v1.9.3), the high quality trimmed reads were used to analyse mRNAs. The high quality reads were aligned to the mouse reference genome (UCSC mm10) with hisat2 software. Then, cuff diff software (part of cufflinks) was used to get the FPKM as the expression profiles of mRNA guided by the Ensembl gtf gene annotation file, and fold change and p-value were calculated according to FPKM, differentially expressed mRNA were identified. Alternative splicing was performed by SplAdder software. The statistical significance differentially expressed mRNAs (fold changes > 1.3 and p < 0.05) were identified. The data had been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). The GEO accession number is GSE155948.

### RNA extraction and Q-PCR

Each group of blastocyst pool was separately collected and performed according to the Cell Amp Whole Transcriptome Amplification Kit (TaKaRa, Japan). cDNA was amplified through 20 cycles of PCR. Subsequently, 10-fold diluted cDNA was used as the template for Q-PCR, which was performed based on the SYBR Green I Real-Time PCR Kit (TaKaRa). The primers were presented in Supplementary Table S1. Each gene was tested in triplicate.

### DNA bisulfite treatment

Bisulfite mutagenesis was performed as previously described [15], with one blastocyst in each pool. Briefly, the DNA was wrapped in agarose gels to form little beads. The beads were treated with sodium bisulfite based on an EZ DNA Methylation Kit (Zymo Research, Orange, CA). The beads were immediately used for PCR or stored at −20 °C. Methylation-specific PCR (MS-PCR) primers were used to match the allele-specific DNA strands (Supplementary Table S1). Following nested PCR, cloning and sequencing were performed as previously described [15]. Briefly, the first round of PCR was conducted using one bead containing bisulfite-treated DNA with the outer primers and Taq HS premix (TaKaRa). For the second round of PCR, MS-PCR primers and 2 µl of the first PCR amplified products were used. To identify the specific amplification in PCR, 5 µl of each second round PCR product was separated by agarose gel electrophoresis. Next, the remaining PCR amplified products were cloned into a T vector (pMDTM19-T Vector Cloning Kit, TaKaRa) and individual clones were sequenced. The bisulfite sequencing PCR was also carried out according to the above protocols.

### Statistical analysis

All analyses were performed using SPSS, version 21.0 software (SPSS Inc., Chicago, IL, USA). Quantitative data are expressed as mean ± standard deviation (SD). Comparisons between groups were performed with t test or Chi-squared test. Principle component analysis was performed using ADE4 package of R according to the standardized expression profile data. Values of *P* < 0.05 were considered to be significantly different.

## Results

### Calcium oscillation pattern analysis

Firstly a standard calcium oscillatory profile was evaluated in the mouse oocytes with injection of normal sperm. The frequency of calcium oscillations was scored per oocytes within 1 h following ICSI (Table S2). Representative traces were shown in Fig. 1 A. We defined ≥ 1 Ca^2+^ spike/recording period triggered as ‘oscillatory activity’. Calcium oscillation analysis following ICSI with oocyte activation-deficient sperm (dICSI) demonstrated that 33.33 % of the injected mouse oocytes showed oscillatory activity, whereas 93.33 % of the injected oocytes using normal sperm showed a highly calcium rises (*P* < 0.05, Table S2). The average number of calcium oscillatory per responding oocytes injected with oocyte activation-deficient sperm was significantly lower (3.56 rises, range 1-8) than that of injected oocytes using normal sperm (9.52 rises, range 1-16) (*P* < 0.05, Table S1). Amplitude of calcium rises had no significant difference. No calcium rises were observed following the non-injected oocytes (n=10) or sham injection oocytes (n=10). We next explored the influence of AOA on the calcium oscillation pattern in mouse oocytes injected with oocyte activation-deficient sperm. 1µM and 2.5µM ionomycin were used for oocyte activation in order to choose the suitable AOA condition by calcium oscillation pattern analysis compared with control ICSI group (Table S3 & Fig. 1B). Frequency analysis in dICSI-AOA with different ionomycin concentrations demonstrated that the distribution of frequency patterns in 2.5µM ionomycin was comparable to that of ICSI group. Therefore we considered that at least 2.5 µM ionomycin was needed to support the oocyte activation-deficient sperm to generate normal Ca^2+^ response activity. So 2.5µM ionomycin was used for the following experiment.

**Fig. 1:**
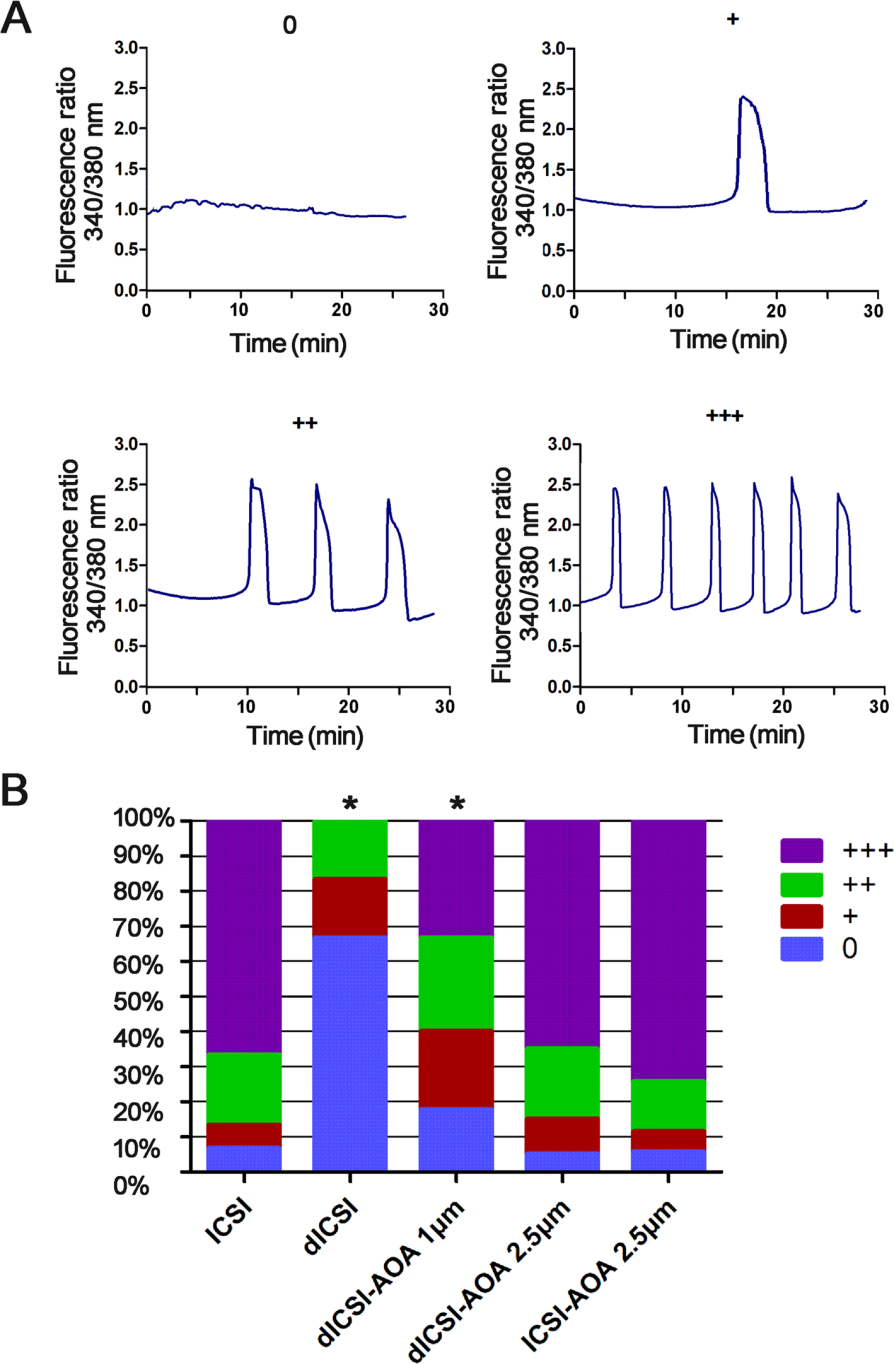
Calcium oscillation pattern analysis. **A** Representative calcium oscillation patterns for the calcium frequency scoring following normal mouse spermatozoa. The frequency score per oocyte is given based on the number of calcium rises seen during the 1 h measuring period: ‘+++’, > 8 spikes; ‘++’, 4–8 spikes; ‘+’, 1-3 spikes; ‘0’, no calcium spikes seen. **B** Frequency scoring of the calcium oscillations following normal mouse spermatozoa or oocyte activation-deficient mouse spermatozoa ICSI with different concentration of ionomycin. * indicates distribution of frequency pattern significant differences compared to ICSI group, *P* < 0.05

### Effects of artificial oocyte activation treatment on the embryo development in vitro

To determine the effect of AOA on the fertilization and early embryonic development of ICSI-derived embryos. AOA was performed following ICSI injected with normal sperm (B, ICSI-AOA group) or oocyte activation-deficient sperm (D, dICSI-AOA group). The normal sperm injection as control (A, ICSI group). The results showed in Table 1 indicated that the rate of fertilization decreased notably in oocyte activation-deficient sperm ICSI group (C, dICSI group) compared to ICSI group (30.8 % vs. 84.4 %, *P* < 0.05), which was rescued after AOA treatment. Furthermore, there was no statistically significant difference in the rate of fertilization between ICSI-AOA group and ICSI control group (83.1 % vs. 84.4 %, *P* > 0.05). And 2.5 µM ionomycin did not induce parthenogenetic activation of mouse oocytes. In addition, AOA treatment in group D has the higher blastocyst formation rate than that of dICSI-derived embryos (36.8 % vs. 10 %, *P* < 0.05). Moreover, there were no significant differences in the rate of blastocyst formation among group A, group B and group D (41.5 %, 40.7 % and 36.8 %, respectively, *P* > 0.05). The representative images of early embryo development were shown in Fig. 2. Thus, the results revealed that AOA treatment could improve the fertilization and blastocyst formation of oocyte activation-deficient sperm ICSI-derived embryos in vitro. Furthermore, moderate AOA treatment did not affect fertilization and embryo development in normal ICSI group.

**Table 1:** Effects of AOA treatment on the development of ICSI-derived embryos in vitro

Group	No. of surviving oocytes	No. of fertilization oocytes (%)	No. of blastocyst stage oocytes(%)
A, ICSI group	77	65(84.4)^a^	27(41.5) ^a^
B, ICSI-AOA group	71	59(83.1) ^a^	24(40.7) ^a^
C, dICSI group	65	20(30.8) ^b^	2(10) ^b^
D, dICSI-AOA group	72	57(79.2) ^a^	21(36.8) ^a^
No injection + AOA	18	0	0

a,b With the same column are significantly different (*P* < 0.05)

**Fig. 2:**
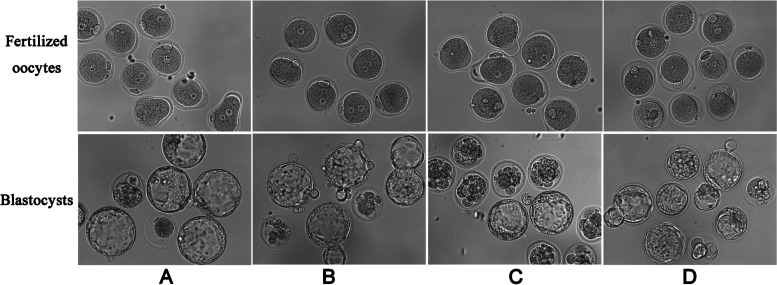
The representative images of early embryo development in four experimental groups: **A** ICSI group; **B** ICSI-AOA group; **C** dICSI group; **D** dICSI-AOA group

### Profiles of Differentially Expressed mRNAs

The blastocyst stage embryos were collected for the sequencing. The sequencing analysis contained 3 groups, as follows: (A, ICSI group) normal sperm injection as control, (B, ICSI-AOA group) normal sperm injection with 2.5 µM ionomycin treatment, (D, dICSI-AOA group) oocyte activation-deficient sperm injection with 2.5 µM ionomycin treatment. 

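The deposited libraries were 9, each made from the total RNA of 5 pooled mouse blastocysts collected on day 3.5, and the paper describes 3 independent replicates for each procedure. The ICSI group held replicates 2, 5 and 6, and the ICSI-AOA and dICSI-AOA groups each held replicates 1, 4 and 5. Ionomycin is a calcium ionophore and was not given to the ICSI group. The paper names the SMARTer Stranded Total RNA-Seq kit, the sample labels name a TruSeq Stranded Total RNA kit, and both kits keep the strand of the transcript. The authors trimmed the reads with cutadapt 1.9.3, aligned them to the mm10 assembly with HISAT2 and estimated FPKM and counts per gene with Cuffdiff on Ensembl gene models.

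The deposited values covered 22564 genes, of which 10436 were listed at 0 in all libraries. The estimated counts were not whole, but in each library 95.6% to 96.1% of them lay within 0.01 fragments of whole multiples of a single step. The counts were divided by that step and rounded, and the result is called fragments here. The ICSI libraries held 128176, 141733 and 172307 fragments, the ICSI-AOA libraries 150387, 151711 and 154606, and the dICSI-AOA libraries 151833, 156461 and 163248. Between 1788 and 2033 genes per library had 10 fragments or more, so most genes were measured with large counting error.

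Fragments of the 4304 genes with a mean FPKM of at least 1 were compared with edgeR's quasi-likelihood test after TMM scaling, two-sided, with all 9 libraries in the same fit. A gene was called higher or lower where it passed the thresholds that the paper states, a fold change over 1.3 and an unadjusted p under 0.05. By chance 215.2 of 4304 unchanged genes have such a p, and fewer pass both thresholds. Benjamini-Hochberg adjusted p-values are given beside these calls. Log2 fold changes are of the first named group over the second, each with its standard error (SE).

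Genes that every blastocyst uses had few fragments. Over the 9 libraries Actb had 68, Eef1a1 42 and Gapdh 18, and Pou5f1, Nanog, Sox2 and Gata3, which mark the lineages of the blastocyst, were listed at 0 in every library. The mitochondrial gene mt-Nd5 alone had 80014. In the GENCODE vM21 annotation of mm10, 4135 protein-coding genes have exons that overlap exons of a gene on the other strand by at least 100 bp, and these genes held 62.3% of the fragments. Fragments may thus have been counted on the strand opposite to the transcript, which was not settled here. Where a called gene named here has such a partner, the partner is given with it. What a change of a named gene means for its own transcript stays open, also where no partner is given.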

After high-throughput sequencing, the heat map showed the hierarchical clustering of the distinguishable mRNA expression profiling among three groups (Fig. 3 A). Hierarchical clustering analysis using differentially expressed gene set make the samples into two major clustering branches. Three replicate samples in ICSI group self-cluster into one branch and the samples of ICSI-AOA and dICSI-AOA group cluster into another branch. Moreover, all the replicates of ICSI-AOA and dICSI-AOA group self-cluster into two major sub-branches. 

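Some genes had fragments in the libraries of a single group that lay outside the range of both other groups. Vps26b, a subunit of the retromer that sorts proteins between endosomes and the Golgi, had 55 to 77 fragments in the ICSI-AOA libraries and 18 to 48 in the other 6 libraries. Nsd1, a histone H3 lysine 36 methyltransferase, had 77 to 100 fragments in the dICSI-AOA libraries and 43 to 62 in the others. Krt8, a keratin of the trophectoderm, had 8 to 13 fragments in the ICSI libraries and 1 to 4 in the AOA libraries.

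Over the 660 genes called in any pairwise comparison, average-linkage clustering of log2(FPKM + 1) returned 3 clusters that were the 3 groups, and each of the 9 libraries had its nearest neighbour in its own group. The first split set the 3 dICSI-AOA libraries apart from the other 6. Over the 747 genes called by limma on log2(FPKM + 1), a choice made after the data were examined, the first split set the 3 ICSI libraries apart. Over all 4304 genes the first split set ICSI-AOA replicate 1 apart from the other 8 libraries, and 6 of 9 libraries had their nearest neighbour in their own group. Genes called on these libraries are not independent evidence that the libraries differ. Across the 4304 genes Pearson's r between libraries was 0.826 to 0.856 within groups (median 0.834, 9 pairs) and 0.812 to 0.848 between groups (median 0.832, 27 pairs), where genes are not independent replicates.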

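In ICSI-AOA blastocysts Vps26b (ENSMUSG00000031988, chromosome 9, 27007771 to 27030065 on mm10) rose, with a log2 fold change of 1.52 against ICSI (SE 0.28, adjusted p = 0.0484 from edgeR), and was higher in 3 of 3 libraries than in any ICSI library. Pigq, an enzyme of glycosylphosphatidylinositol anchor synthesis, had 10, 15 and 6 fragments against 0, 0 and 1, a ratio of 28.8 (95% counting interval 4.8 to 1170). Its exons overlap Gm16278 on the other strand. Mrps34, a protein of the mitochondrial ribosome, overlaps Mapk8ip3 on the other strand. Mrps34 and Ms4a18 had 9 and 11 fragments in the ICSI-AOA group and 0 in the ICSI group. With the 0 set at 3 fragments they were 2.79-fold and 3.4-fold higher. Gpx7, a glutathione peroxidase family member of the endoplasmic reticulum, fell by 1.53 on the log2 scale (SE 0.50).

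In dICSI-AOA blastocysts Gsg2 (ENSMUSG00000050107, chromosome 11, 73135485 to 73138294), which encodes the mitotic histone kinase haspin, fell by 1.62 on the log2 scale (SE 0.26, adjusted p = 0.00639 from edgeR), from 96, 91 and 112 fragments in the ICSI libraries to 52, 19 and 38. Ptms, which encodes parathymosin, fell by 2.41 (SE 0.54) and Ckmt1, a mitochondrial creatine kinase, by 2.07 (SE 0.69). Ccdc109b, a subunit of the mitochondrial calcium uniporter, had 7 fragments in the ICSI group and 0 in the dICSI-AOA group. It was 2.58-fold lower with the 0 set at 3 fragments. The zinc finger gene Zfp605, which overlaps Gm15484 on the other strand, had 11 fragments against 0, 3.32-fold higher with the 0 set at 3. Acot11, an acyl-CoA thioesterase that overlaps Fam151a on the other strand by 1263 bp, rose by 2.38 (SE 0.61), although its fragments were 3, 79 and 50 in the dICSI-AOA libraries and 3, 7 and 13 in the ICSI libraries. Where a 0 was set at 3, this is the limit that a count of 0 over the group allows. Such folds leave out the counting error of the other count and the spread between libraries. They are therefore not lower limits.

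At the paper's thresholds 304 genes were called between ICSI-AOA and ICSI and 284 between dICSI-AOA and ICSI. The calls of Vps26b, Pigq, Mrps34, Ms4a18 and Gpx7 in ICSI-AOA and of Gsg2, Ptms, Ckmt1, Ccdc109b, Zfp605 and Acot11 in dICSI-AOA held under every alternative that tested them. Vps26b in the first comparison and Gsg2 in the second were the only genes of 4304 past an adjusted p of 0.05, and both were named after their values were seen. With no filter on FPKM 18 and 24 of 12128 genes passed that level, with the authors' factors 6 and 7, and with DESeq2 2 and 1. None passed in either comparison by limma on FPKM (as deposited, with a pseudocount of 0.1, quantile-normalized or with sample quality weights), or by edgeR with no trend in the spread or a mean of at least 10 fragments. None passed in the first, and 1 in the second, with a mean FPKM of at least 5, genes at 0 in any library left out or only the libraries compared. Without ICSI replicate 2, dICSI-AOA replicate 1 or dICSI-AOA replicate 4 the first comparison had 4, 3 and 2 genes at that level, and 0 without any other library. The second had 16 without dICSI-AOA replicate 1, 4 without ICSI replicate 2 or 6, 2 without ICSI replicate 5 and 0 without dICSI-AOA replicate 4 or 5.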

In the process of differential analysis of mRNAs, the results showed that there were 133 differentially expressed genes (DEGs) between the ICSI-AOA group and ICSI group, and 266 DEGs between the dICSI-AOA group and ICSI group (Fig. 3B). 

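The AOA groups also differed from each other. Alpk3, an alpha-kinase gene, had 27, 78 and 26 fragments in the dICSI-AOA libraries and 5, 3 and 7 in the ICSI-AOA libraries, a log2 fold change of 3.08 (SE 0.46, adjusted p = 0.00194 from edgeR), while the ICSI libraries had 26, 24 and 29. Acot11 had 132 fragments in the dICSI-AOA group and 3 in the ICSI-AOA group, a ratio of 42.9 (95% counting interval 14.4 to 211). The dICSI-AOA libraries had 3, 79 and 50 and the ICSI-AOA libraries 1 each, so the ratio rests on dICSI-AOA replicates 4 and 5. The interval covers counting error only and not the spread between libraries. Pde5a, a cGMP phosphodiesterase, was higher in dICSI-AOA by 1.86 (SE 0.35) and the predicted gene Gm5148, which overlaps Rps23-ps1 on the other strand, by 1.44 (SE 0.30). Ctu2, a tRNA thiolation protein that overlaps Piezo1 on the other strand, fell by 1.55 on the log2 scale (SE 0.29), and Syt12, a synaptotagmin that overlaps A930001C03Rik, fell by 1.0 (SE 0.20).

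These 6 genes were those past an adjusted p of 0.05 from edgeR with TMM. The number was 19 with the replicate block, 19 of 12128 genes with no filter on FPKM, 3 with a mean of at least 10 fragments, 2 with no trend in the spread and 0 by limma on FPKM (as deposited, with a pseudocount of 0.1, quantile-normalized or with sample quality weights). Ctu2, Pde5a, Syt12 and Gm5148 were named after their values were seen. Past the paper's thresholds there were 284 genes, 156 higher and 128 lower in dICSI-AOA, among them Arid4b, a chromatin regulator that overlaps Ggps1 on the other strand, at 1.87 (SE 0.51), and Krr1, a factor of small ribosomal subunit assembly that overlaps Glipr1, at −1.0 (SE 0.23). With the authors' factors 185 were higher and 74 lower (71.4% higher, against 54.9% with TMM), and by limma on log2(FPKM + 1) 165 and 86 (65.7%). The number past an adjusted p of 0.05 was 12 without dICSI-AOA replicate 1, 10 without ICSI replicate 5, 3 without ICSI-AOA replicate 5, 2 without dICSI-AOA replicate 4, 1 without dICSI-AOA replicate 5 and 0 without ICSI-AOA replicate 4. The call of Alpk3 was lost where FPKM was tested in place of fragments (limma, a log2 fold change of 1.44).

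Every library of the ICSI-AOA group lay on the same side of every ICSI library in 572 of the 4304 genes (13.3%). This held in 496 genes (11.5%) for dICSI-AOA against ICSI and in 518 genes (12.0%) for dICSI-AOA against ICSI-AOA. Chance alone gives 10% for 3 libraries against 3.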

The DEGs for pair-wise comparisons was listed in table S4. There was a higher number of up-regulated (119/133-89.5 % in ICSI-AOA group and 248/266-93.2 %in dICSI-AOA group) than down-regulated (14/133-10.5 % and 18/266-6.8 %, respectively) in significantly different genes. 

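With TMM scaling 129 genes were higher and 175 lower in ICSI-AOA than in ICSI (42.4% higher), and 133 were higher and 151 lower in dICSI-AOA than in ICSI (46.8% higher). Sgsh and Gla, which encode lysosomal hydrolases, were among the higher genes of both comparisons, and Pigq, Gpx7 and Krt8 were called in ICSI-AOA under each of the settings that follow. The call of Gla in ICSI-AOA was lost without ICSI replicate 2 (a log2 fold change of 1.30) or ICSI-AOA replicate 5 (1.53). In dICSI-AOA the lower genes Gsg2, Ptms and Ckmt1 were likewise called under each of them.

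The balance of higher and lower genes differed between scalings and tests. Where the same fragments were multiplied by the authors' factor for each library, which had a mean of 0.929 ± 0.061 in the ICSI group, 1.06 ± 0.20 in the ICSI-AOA group and 1.10 ± 0.065 in the dICSI-AOA group (SD, n = 3 libraries), 306 genes were higher and 45 lower in ICSI-AOA (87.2% higher) and 510 were higher and 45 lower in dICSI-AOA (91.9%). Those factors moved the median log2 fold change of all 4304 genes to 0.25 in ICSI-AOA and 0.36 in dICSI-AOA. With limma on log2(FPKM + 1) 269 were higher and 63 lower in ICSI-AOA (81.0%) and 392 and 42 in dICSI-AOA (90.3%), with medians of 0.20 and 0.28. With a pseudocount of 0.1 on FPKM the higher share was 80.5% and 90.1%, and with sample quality weights on FPKM 77.2% and 87.7%. With total counts as the only scaling it was 52.6% and 57.4%, with quantile-normalized FPKM in limma 53.3% and 52.3%, and with DESeq2, which changes both the test and the size factors, 37.7% and 36.1%. The scaling by total counts, the authors' factors, DESeq2 and limma on FPKM as deposited were chosen after the data were examined. TMM sets the fold change of most genes near 0, so a shift of all genes in the same direction is not visible with it.

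**Figure D1:**
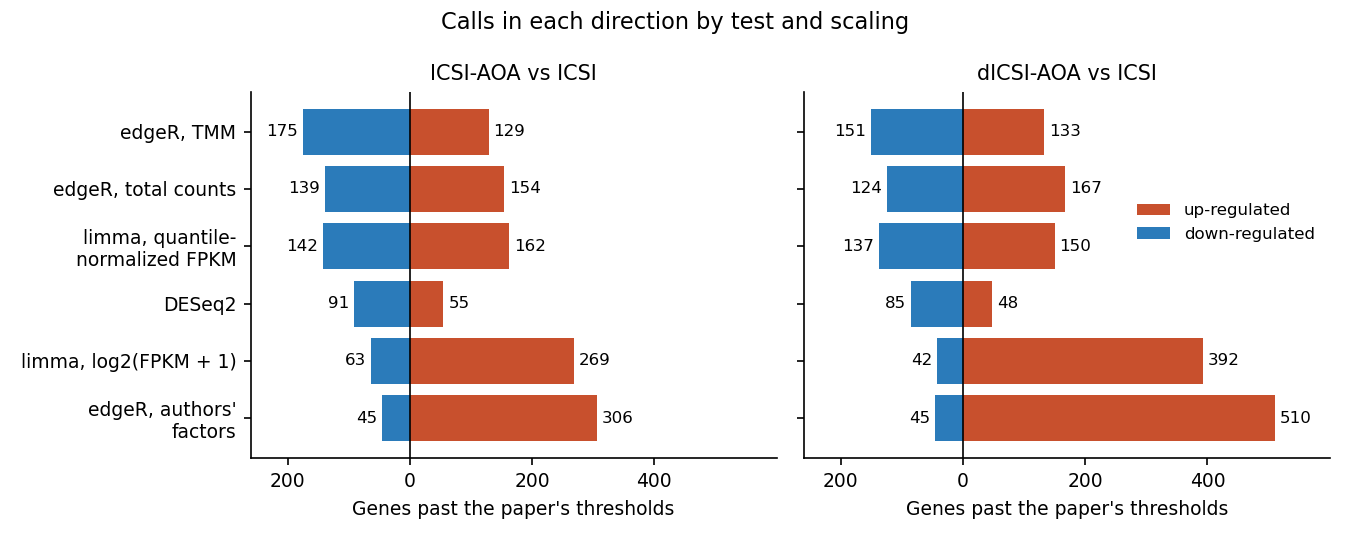
Number of genes past the paper's thresholds that were up-regulated (right, orange) and down-regulated (left, blue) in ICSI-AOA and in dICSI-AOA against ICSI, for 6 combinations of test and scaling. The up-regulated genes range from 55 to 306 in ICSI-AOA and from 48 to 510 in dICSI-AOA, and the largest numbers are those with the authors' factors.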

Each dot stood for an mRNA in the volcano plot (Fig. 3 C). The red dots on the left side stood for the down-regulated mRNAs and those on the right side stood for the up-regulated mRNAs with significant differences, while the grey dots stood for the mRNAs which expressed differentially without significance. Principal Component Analysis (PCA) distributed samples into a two dimensional space according to the variance in gene expressions, and samples with similar trends in gene expression profiles will cluster together in the PCA plot. The result showed that 9 samples clearly segregate into three clusters, corresponding to ICSI, ICSI-AOA and dICSI-AOA group (Fig. 3D). 

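The clusters matched the groups over the genes called between them and not over all genes, where the test of separation lay close to 0.05. Over the 4304 genes the first principal component (18.1% of the variance) placed ICSI-AOA replicate 1 at 37.1 and the other ICSI-AOA libraries at −14.0 and −3.26, within the range of the ICSI libraries, −30.7 to −4.82, or next to it. On the second component (14.4%) dICSI-AOA replicate 1 lay at −23.1 and dICSI-AOA replicates 4 and 5 at 23.8 and 24.5. Over the 660 called genes, which include Vps26b, Gsg2, Krt8 and Alpk3, the first component (25.9%) placed the dICSI-AOA libraries at 10.3 to 14.1 and the other 6 at −9.0 to −2.69, and the second (25.7%) placed the ICSI libraries at 10.3 to 12.8 and the others at −14.2 to −1.13.

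The mean distance between libraries of different groups was 1.03 times that between libraries of the same group over all 4304 genes (exact permutation test, one-sided, p = 0.0536 over the 280 ways to part 9 libraries into 3 groups of 3). This test passed 0.05 without ICSI-AOA replicate 4 (exact permutation p = 0.0179) or dICSI-AOA replicate 4 (0.0393), with a pseudocount of 0.1 (0.0464), with quantile normalization (0.0357) and with log2 CPM of fragments, chosen after the data were examined (0.0143). It did not without any other library, with a mean FPKM of at least 5 or with each gene scaled to unit variance (exact permutation p = 0.05 to 0.268). Over the 660 called genes the ratio was 1.30 (exact permutation p = 0.00357, the smallest that these 280 splits can give), but these genes were chosen on the same libraries.

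**Figure D2:**
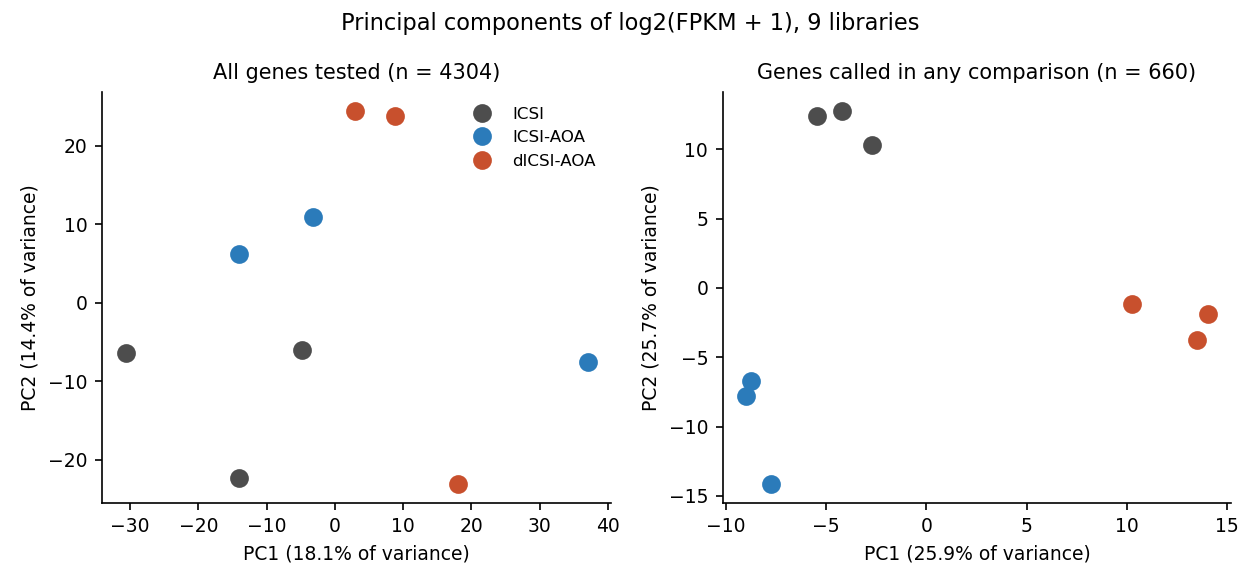
Scores of the 9 libraries on the first and second principal components of log2(FPKM + 1), with the share of variance on each axis, over the 4304 genes tested (left) and over the 660 genes called in any pairwise comparison (right). Points are libraries, in grey for ICSI, blue for ICSI-AOA and orange for dICSI-AOA, and the 3 groups lie apart on the right and are mixed on the left.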

PCA analysis demonstrated that the embryos from each group clustered together, despite expected individual variability.

**Fig. 3:**
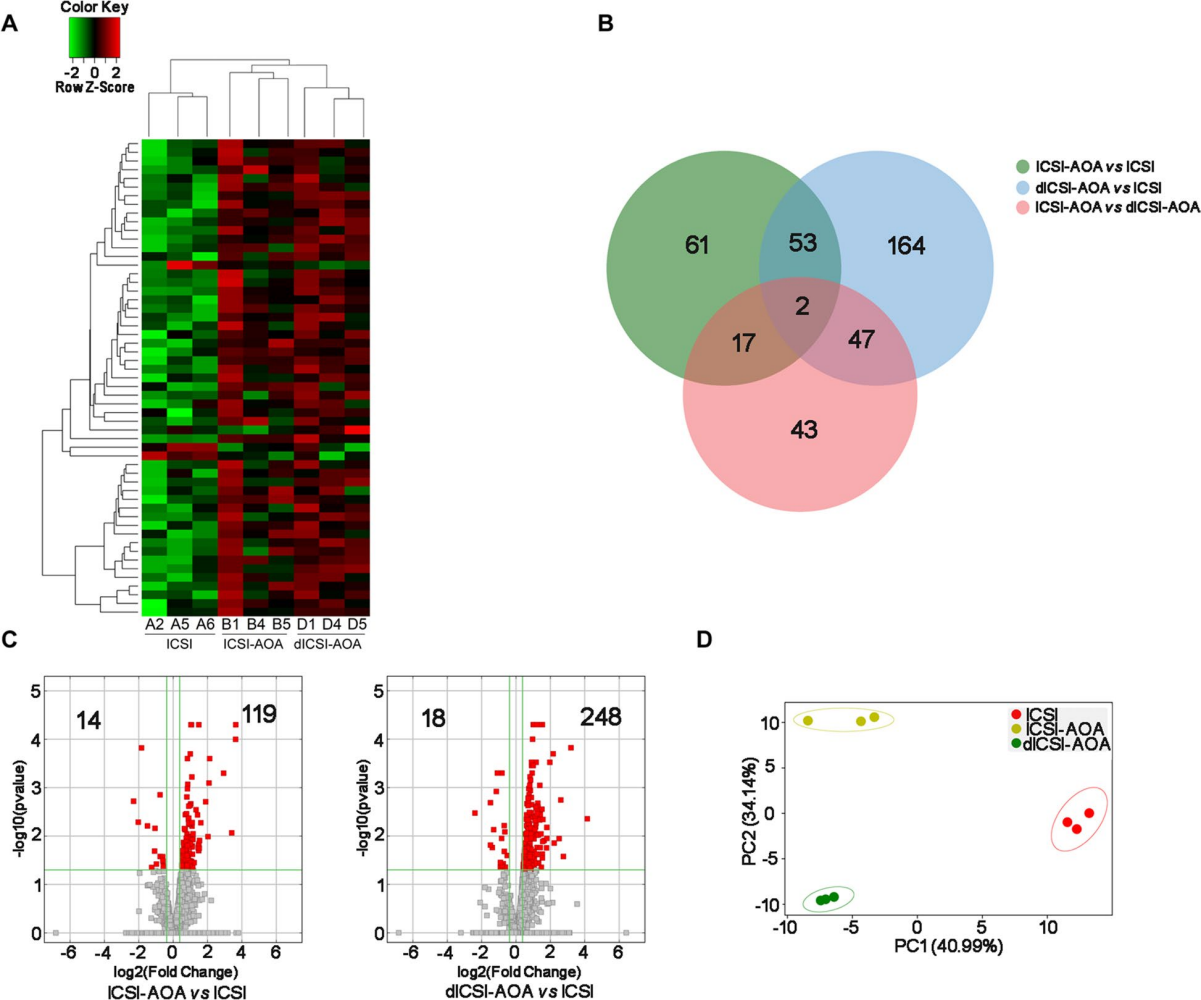
The mRNA expression analysis in blastocysts obtained in ICSI group, ICSI-AOA group and dICSI-AOA group. **A** Heatmap of global gene expression. Letters and numbers denote ID of a specific embryo. **B** Venn diagram with differentially expressed genes (DEGs) for pair-wise comparisons (ICSI-AOA vs. ICSI, dICSI-AOA vs. ICSI, ICSI-AOA vs. dICSI-AOA). **C** Volcano plot defined up-regulated/down-regulated mRNAs for pair-wise comparisons (ICSI-AOA vs. ICSI, dICSI-AOA vs. ICSI). **D** Principal Component Analysis (PCA) of the RNA-Seq samples: ICSI (red), ICSI-AOA (yellow) and dICSI-AOA (green)

### Expression of imprinted genes in embryos with artificial oocyte activation treatment

To investigate the epigenetic changes of AOA method in ART technology, we evaluated the effect of AOA treatment on the imprinted genes expression. 

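Of 75 imprinted genes found among the deposited genes, from a list written before the data were examined, 17 had a mean FPKM of at least 1. In ICSI-AOA against ICSI 1 of them was called, Ago2, a component of the RNA silencing complex that overlaps Chrac1 on the other strand, at a log2 fold change of −0.84 (SE 0.37). In dICSI-AOA against ICSI 1 was called, H13, a signal peptide peptidase that overlaps Gm26841 on the other strand, at 1.74 (SE 0.79), with 3, 11 and 9 fragments against 2, 1 and 3. Nnat, a paternally expressed membrane protein, had 0.27 (SE 0.21) in ICSI-AOA and −0.20 (SE 0.21) in dICSI-AOA, and Inpp5f, an inositol polyphosphate phosphatase, had −0.20 (SE 0.19) and 0.33 (SE 0.18), which did not pass by edgeR with TMM. Between the AOA groups Inpp5f was 0.53 higher in dICSI-AOA (SE 0.19), at 124, 124 and 141 fragments against 88, 85 and 89, and Nnat was called lower, at −0.48 (SE 0.21).

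By limma on log2(FPKM + 1), chosen after the data were examined, 2 of the 17 were called in ICSI-AOA, Igf2r and Nnat, and 3 in dICSI-AOA, Igf2r, Inpp5f and Commd1, which overlaps Zrsr1 on the other strand and was named after its values were seen, and all were higher. Nnat passed in ICSI-AOA with limma on log2(FPKM + 1) (0.53), a pseudocount of 0.1 (0.54) or sample quality weights (0.57) and without ICSI-AOA replicate 1 (0.46). Inpp5f passed in dICSI-AOA with limma on log2(FPKM + 1) (0.70), a pseudocount of 0.1 (0.72), sample quality weights (0.69) or the authors' factors (0.72).

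No imprinted gene passed an adjusted p of 0.05 from edgeR in any of these comparisons, over all genes or when adjusted over the list alone. The call of Ago2 was lost without ICSI replicate 2 (−0.54), ICSI replicate 6 (−0.85), ICSI-AOA replicate 4 (−0.76) or ICSI-AOA replicate 5 (−0.72), and where FPKM, the authors' factors or DESeq2 were used. That of H13 was lost without ICSI replicate 2 (1.81), ICSI replicate 5 (1.36), dICSI-AOA replicate 4 (1.34) or dICSI-AOA replicate 5 (1.64), and with FPKM or DESeq2, and that of Nnat without ICSI-AOA replicate 4 (−0.47) or 5 (−0.29) or dICSI-AOA replicate 4 (−0.44) or 5 (−0.42), and with FPKM, the authors' factors or no trend in the spread.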

In the process of differential analysis of imprinted genes, there were two differentially expressed imprinted genes between ICSI-AOA group and ICSI group, and one differentially expressed imprinted gene between dICSI-AOA group and ICSI group. *Igf2r* was both up-regulated in ICSI-AOA group (FC=22.786) and dICSI-AOA group (FC=38.849) compared to that of ICSI group. 

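Igf2r (ENSMUSG00000023830, chromosome 17, 12682406 to 12769664 on mm10) encodes the receptor that removes insulin-like growth factor 2 and carries lysosomal enzymes. Its FPKM was 0.312, 1.17 and 0.886 in the ICSI libraries, 22.1, 15.5 and 16.3 in the ICSI-AOA libraries and 71.3, 10.3 and 10.3 in the dICSI-AOA libraries. Its fragments were 4, 14 and 10 in ICSI, 13, 8 and 7 in ICSI-AOA and 16, 15 and 11 in dICSI-AOA. So FPKM was higher in 6 of 6 AOA libraries than in any ICSI library, and the number of fragments was not.

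The ratio of mean FPKM against ICSI was 22.786 in ICSI-AOA and 38.849 in dICSI-AOA (exact permutation test on the 3 libraries against 3, two-sided, p = 0.1 each, the smallest such a design allows), and 30.8 for both AOA groups together (exact permutation p = 0.0119, the smallest of 84 splits). In the dICSI-AOA mean replicate 1 weighed most, at an FPKM of 71.3 against 10.3 in replicates 4 and 5. The fold of fragments fitted by edgeR with TMM was 0.940 in ICSI-AOA (95% interval of the fit 0.488 to 1.81) and 1.37 in dICSI-AOA (0.74 to 2.6), with exact permutation p-values of 1 and 0.3 on TMM-scaled fragments. The log2 fold change of fragments was −0.09 (SE 0.46) in ICSI-AOA and 0.45 (SE 0.44) in dICSI-AOA, neither past the thresholds, and −0.09 became 0.23 without ICSI replicate 5. With limma on log2(FPKM + 1) Igf2r was called in both comparisons, at 3.42 (SE 0.61) and 3.58 (SE 0.61), and not at an adjusted p of 0.05.

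The transcript length that links fragments to FPKM was computed for each library from 125 to 139 genes with a single annotated transcript. These genes had at least 2000 bp and 10 fragments, and 92.25% to 95.35% of them gave a length close to their own. The same genes set the scale, so this share does not show how accurate lengths below 2000 bp are. For Igf2r it was 9247 to 9309 bp in the ICSI libraries, 361 to 621 bp in the ICSI-AOA libraries and 216 to 1347 bp in the dICSI-AOA libraries. The full-length Igf2r transcript has 8887 bp.

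The paper states that quantitative PCR (Fig. 4B) gave the result of the sequencing for Igf2r. By the same method it reports the antisense RNA Airn in blastocysts of the AOA groups and none in ICSI blastocysts. By bisulfite sequencing it reports DMR2 methylation that had spread past its border in the AOA groups. For these blastocysts it proposes a model in which methylation of the maternal DMR2 spreads, transcription of Airn begins and Igf2r is regulated by it. Neither Airn nor methylation was measured here.

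**Figure D3:**
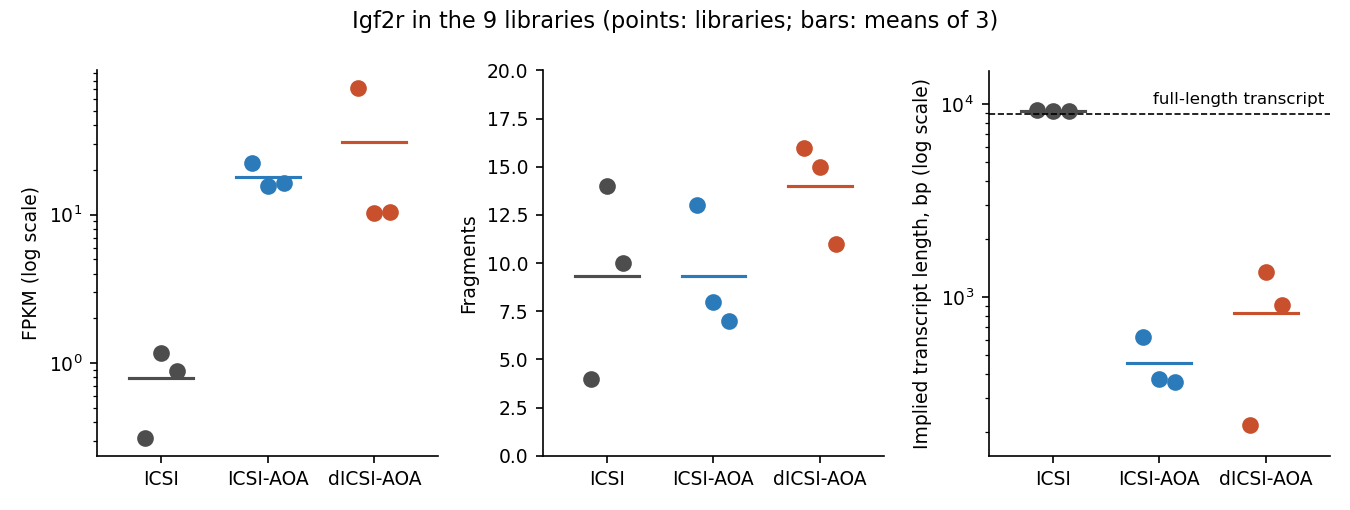
FPKM (left, log scale), fragments (middle) and implied transcript length in bp (right, log scale, with the full-length transcript of 8887 bp as a dashed line) of Igf2r in the 9 libraries. Points are libraries and bars are means of 3 libraries, with FPKM above 10 in the 6 AOA libraries and below 1.2 in the ICSI libraries, while fragments run from 4 to 16 with overlapping groups.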

The expressions of *Igf2r* in three groups were validated by quantitative PCR, which was consistent with the sequencing results (Fig. 4 A&B). Moreover, in order to evaluate the effect of AOA manipulation on the expression of genes associated with epigenetic reprogramming, we analyzed the expression of key genes related to methylation, demethylation and remethylation process. The result was presented in the heat map in Fig. 4 C. Meanwhile, we compared these genes in DEGs. 

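Genes of DNA methylation and its maintenance had very few fragments in the deposited values. Actb and Gapdh also had few, 68 and 18 over the 9 libraries, so these counts do not show how abundant the transcripts were. Over the 9 libraries the maintenance methyltransferase Dnmt1 and its partner Uhrf1 had 2 each, the de novo methyltransferase Dnmt3b 4 and Dnmt3a 21, and the demethylating dioxygenases Tet1, Tet2 and Tet3 had 6, 1 and 15. Kdm5a had 5, Hdac2 2 and Zfp445 1. Of the 13 genes of Fig. 4C, 4 reached the mean FPKM of 1, Dnmt3a, Trim28, Hdac1 and Hdac3. The others were tested with no filter on FPKM, where none of the 13 was called by edgeR among 12128 genes. All of these others but Tet3 had 1 to 6 fragments over the 9 libraries, too few for a call to be likely. That they were not called does not show that they were unchanged.

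None of the 4 was called in any comparison by edgeR, where 307 and 286 genes of 4304 had an unadjusted p under 0.05 in ICSI-AOA and dICSI-AOA against ICSI, nor by DESeq2 or by limma on log2(FPKM + 1), also when adjusted over the list alone. Trim28, a corepressor that protects imprints, had a log2 fold change of −0.71 (SE 0.70) in ICSI-AOA and −0.35 (SE 0.68) in dICSI-AOA. Hdac3 had −0.31 (SE 0.63) and −0.34 (SE 0.63), and Dnmt3a, which overlaps Dnmt3aos on the other strand, 1.29 (SE 1.09) and 0.43 (SE 1.19). Of 20 other epigenetic regulators, from a list written in advance, none was called in ICSI-AOA and 1 in dICSI-AOA, Nsd1, at 0.55 (SE 0.21), whose call was lost with quantile-normalized FPKM, and limma on log2(FPKM + 1) called 1 higher in each. Between the AOA groups 3 of the 20 were called, with Nsd1 at 0.74 (SE 0.21) and 1 of them when adjusted over the list alone.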

Despite of some genes with a wide range in transcript abundance, there were no significant differences in these gene expressions for pair-wise comparisons.

**Fig. 4:**
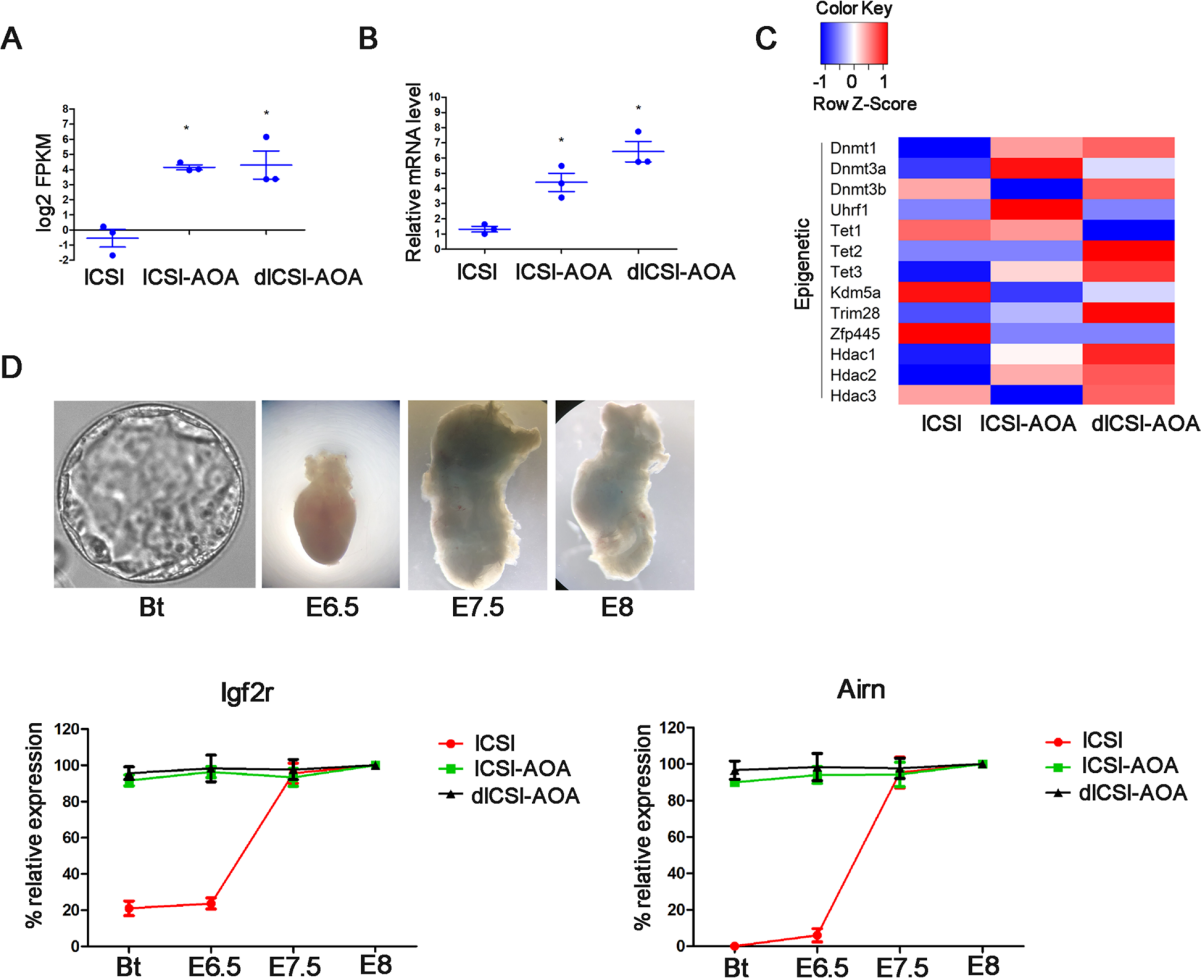
The imprinted gene expression in embryos. **A** Transcript abundance of *Igf2r* imprinted genes in blastocysts obtained after ICSI, ICSI-AOA or dICSI-AOA. Each spot represents one experiment. **B** Relative expression level of *Igf2r* imprinted genes was validated by quantitative PCR. Each spot represents one experiment. * *P* < 0.05 was indicated significantly different. **C** Heat map of expression of key genes related to epigenetic reprogramming. **D** QPCR analysis of gene expression at Bt, E6.5, E7.5, and E8. Left panel showed *Igf2r* expression during embryo development stages. Right panel showed *Airn* expression during embryo development stages. The value at E8 was set to 100. The mean of three biological replicates is given with SD. Bt, blastocyst

### Methylation states of ***Igf2r*** in blastocysts derived from artificial oocyte activation treatment

The *Igf2r* locus has two known DMRs (Fig. 5 A). The methylation profiles of the imprinted genes *Igf2r* promoter (DMR1) were analyzed in blastocysts obtained from three experimental groups. The number of 12 CpG sites were examined in the *Igf2r* promoter. The results were presented in a ‘lollipop’ format (Fig. 5B). The sequencing results were derived from unmethylated-specific primers. When we used methylated-specific primers, no PCR products were obtained. We concluded that DMR1of *Igf2r* showed unmethylated status on both parental alleles in these three groups (Fig. 5B). The results suggest that AOA treatment does not affect DMR1 DNA mehtylation. From another point of view, it can be explained that DNA mehtylation in DMR1 does not regulate the expression of *Igf*2*r* in preimplantation embryo.

**Fig. 5:**
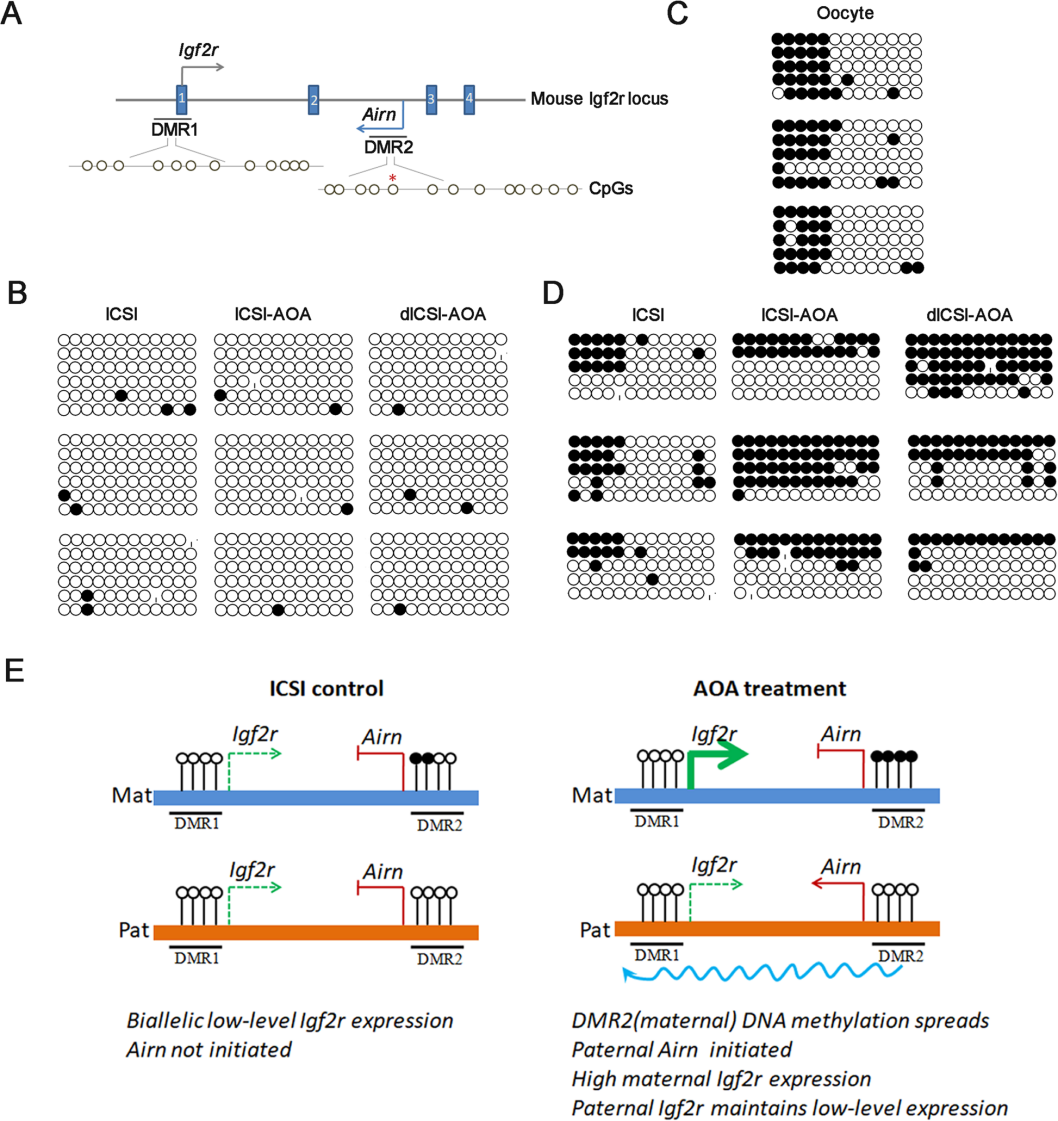
DNA methylation state at DMRs. **A** Schematic diagram of mouse *Igf2r/Airn* locus: solid boxes are represent *Igf2r* exons, and location of DMR1 and DMR2. 12 and 13 CpG dinucleotides were analyzed. Open circles indicates CpG islands. The methylation boundary in oocytes was marked by red asterisk. **B** DNA methylation profiles of *Igf2r* DMR1 in mouse blastocysts. The analyzed region contains 12 CpG sites. Per ‘mini-array’ indicates one blastocyst and six clones were sequenced for each array of the group. **C** DNA methylation profile of *Airn* DMR2 in mouse oocytes. The analyzed region contains 13 CpG sites and five clones were sequenced for each array. **D** DNA methylation profile of *Airn* DMR2 in mouse blastocysts. The analyzed region contains 13 CpG sites and five clones were sequenced for each array of the group. Open circles indicate unmethylated CpG sites and filled circles indicate methylated CpG sites. Missing circles are represent CpG sites whose methylation status could not be determinate. Horizontal lines represent one individual clone. Lollipop diagrams were generated using BIQ Analyser software. **E** Summary schematic depiction on dynamic regulation of *Igf2r*/*Airn* in preimplantation embryo. In ICSI control blastocysts, *Igf2r* is expressed biallelically (dashed arrow) and *Airn* is silent. The DMR1 is unmethylated on both parental alleles. The DMR2 is methylated on the maternal allele and unmethylated on the paternal allele. In AOA treatment ICSI blastocysts, maternal methylation at DMR2 spreads, followed by initiation of paternal *Airn* transcription. *Igf2r* is up regulated expression on the maternal allele (thick green arrow), but the up-regulation is blocked on the paternal allele by *Airn* transcriptional interference in *cis*

### Dynamic regulation of ***Igf2r/Airn*** in the pre-implantation embryo

Figure S1 depicts the previous known of *Igf2r/Airn* imprinted expression model. In preimplantation embryos or undifferentiated ES cells, *Igf2r* is expressed biallelically and *Igf2r* promoter is unmethylated, *Airn* is silent but the maternal *Airn* promoter carries a DNA methylation imprint. In late post-implantation or late differentiated ES cells, *Igf2r* is up-regulated on the maternal allele, but the up-regulation is blocked by *Airn* transcriptional interference in *cis* on the paternal allele. The paternal *Igf2r* maintains low-level expression and gains DNA methylation in late post-implantation or late differentiation. Since *Airn* is considered to regulate the expression of *Igf2r*, we examined the relative mRNA expression levels of *Airn* in three groups at blastocyst stage. The relative expression results were shown in Fig. 4D. *Airn* was expressed in AOA-derived blastocyst. However, no *Airn* was detected in control ICSI-derived blastocyst. These results indicate that AOA treatment might initiate *Airn* transcription to regulate the *Igf2r* expression.

To further explore the methylated regulation of *Igf2r/Airn*, we next analyzed the methylation in DMR2. DMR2 methylation has been proved to be present in oocytes. Previous reports demonstrated DMR2 present the precise 3’ boundary of ICR mehtylation [CpG at Chr17:12,742,488-12,742,489] in oocytes. Next, the methylation profiles of DMR2 including 3’boundary was analyzed in oocytes. We examined 13 CpG sites in DMR2. The results showed that the precise ICR border was maintained in oocytes (Fig. 5C). Next, the methylation profiles of DMR2 including 3’ boundary was analyzed in blastocysts obtained from three experimental groups. In ICSI control blastocysts, the precise 3’ ICR border was detected in some clones. However, DNA methylation showed spreading in the 3’direction in AOA treatment blastocysts (Fig. 5D). These results indicated that methylation at DMR2 may increase or spread in cells of preimplantation embryo with AOA treatment. In order to better explore the methylation of specific allele, the methylation-specific PCR (MS-PCR) primers in two flanks of 3’ boundary were designed for DMR2 methylation analysis in three experiment groups (Table S1). We examined 10 CpG sites and 7 CpG sites in DMR2, respectively (Figure S2). For the left side of 3’ boundary, the maternal allele was methylated allele, the paternal allele was unmethylated allele. For the right side of 3’boundary, the DNA strand containing the methylated allele was not detected using methylated-specific primers in ICSI group. In other words, the precise 3’ border was maintained on the maternal allele in ICSI control blastocysts. However, DNA methylation had spread in the 3’ direction in AOA treatment blastocysts. These results indicated that maternal allele-specific methylation at DMR2 increases or spreads in pre-implantation embryo with AOA treatment.

In our model, Fig. 5E showed a summary schematic depiction about regulation of *Igf2r*/*Airn* in blastocyst embryos obtained from three groups. In ICSI control blastocysts, *Igf2r* is expressed biallelically and DMR1 is unmethylated on both parental alleles. *Airn* is silent and the maternal DMR2 carries a DNA methylation imprint region in which the precise ICR border mehtylation was maintained. In AOA treatment ICSI blastocysts, maternal DMR2 methylation spreads, followed by the initiation of paternal *Airn* transcription. *Igf2r* is up regulated expression on the maternal allele, but the up-regulation is blocked by *Airn* transcriptional interference in *cis* on the paternal allele. The paternal *Igf2r* maintains low-level expression. It is showed that the extends of DMR2 methylation is coincident with initiation of *Airn* expression in AOA treatment blastocysts, demonstrating that AOA treatment stimulates maternal allele-specific mehtylation spreads at DMR2, followed by initiation of paternal *Airn* transcription, resulting up regulated expression of *Igf2r*.

### Expression of ***Igf2r/Airn*** in the post-implantation embryo

To further explore the expression of *Igf2r/Airn* in the post-implantation embryo with AOA treatment, we transferred ICSI, ICSI-AOA and dICSI-AOA embryos into surrogate mothers. Next, we used QPCR to quantify the expression of *Igf2r* and *Airn* at E6.5, E7.5, and E8. Figure 4D showed that *Igf2r* and *Airn* expression increased during embryo development stages: a sharp increase was observed between E6.5 and E7.5 for both genes in ICSI control group. Relative to blastocysts, *Igf2r* increased on average ~5-fold and *Airn* increased ~100-fold in ICSI control group. However, the expression of *Igf2r* and *Airn* did not change in AOA treatment group during embryo development stages. Relative to ICSI control blastocysts, the gene expression in AOA treatment embryo at blastocyst and E6.5 was the same as that of ICSI control embryo at E7.5. These results further demonstrated that AOA treatment promoted *Airn* expression in advance, followed by regulation of *Igf2r* expression.

### Post-implantation development following artificial oocyte activation treatment

The post-implantation development of embryos obtained from the three groups were presented in table S5. The newborn rates per pregnant recipient were similar. The birth weight of the newborn mice derived from AOA treatment embryos was significantly lower when compared with the newborn mice from ICSI derived embryos. The pups born following AOA treatment did not show any other abnormalities during early development. Moreover, the weight in all study groups was measured weekly up to 8 weeks of age (Figure S3). No significant differences were found in male or female pups among all study groups. In addition, all the weaned mice grew to adulthood. At 8 weeks of age, the offspring were mated to fertile WT mice and the mice born following AOA treatment (both female and male) mated successfully with healthy offspring born.

## Discussion

Infertile couples with oocyte activation deficiency may experience ICSI failure. ICSI plus AOA has been proven to be an effective method to mitigate fertilization failure problems. However, little is known whether AOA can alter gene expression in human pre- and post-implantation embryonic development. Due to the current ethical constraints, as well as the scarcity of clinical samples, and thus clinical experiments are too difficult to carry out. The use of animal model would help to study the safety of oocyte activation, avoiding the effect of parental circumstances and genetic backgrounds. In our previous study, the oocyte activation-deficient mouse spermatozoa was identified [14]. With the release of the sperm-associated oocyte-activating factors from disrupted membranes, spermatozoa with different oocyte activation-deficient were established. This spermatozoa model could be used to study fertilization mechanisms, and to identify novel oocyte-activation strategies.

In our study, 66.67 % oocytes showed no calcium rises after injection of activation-deficient sperm. Ionomycin is a commonly used assisted activator in some clinics [19], we used different concentrations of ionomycin to explore its optimal intensity. Frequency (F) reflected the total number of Ca2+ spikes per recording period. The calcium oscillations begin a few minutes after gamete fusion [20], occur at various frequencies and cease at the time of pronucleus (PN) formation, i.e. 4-6 h later [21, 22]. The frequency analysis demonstrated that the frequency of calcium oscillation will increase synchronously with the increase of AOA intensity and the distribution of frequency patterns in 2.5µM ionomycin was comparable to that in ICSI group. This means that activated deficiency of sperm could be rescued by appropriate AOA treatment. At present, a wide variety of patients with various causes of infertility may be employed by AOA treatment, which was not because of the oocyte activation deficiency [23–25]. Meanwhile, for normal sperm, we also used 2.5µM ionomycin after ICSI to explore the effect of excessive activation on embryos. The analyses of calcium oscillations showed that the extra activation (2.5µM ionomycin) did not impact the distribution of frequency patterns (Fig. 1B). To better verify the accuracy of the analysis, the duration of a single calcium oscillation was analyzed in all study groups. Duration of the every Ca2+ transient was measured as the time from when the first sharp change in positive slope occurs to when it returned to the same point (Figure S4A). The results of the two methods were consistent (Figure S4B).

It is known that fertilizing sperm induce oscillations in Ca^2+^ levels to initiate the activation of oocytes, and intracellular calcium signaling also plays an essential role in the sequential embryonic development [26]. In addition, a close correlation between cell division and calcium availability has been reported [27, 28], that alteration in Ca^2+^ signaling may be the underlying reason for defects in cell growth and cleavage. Furthermore Wong et al. showed that the application of ionophore could overcome the negative effects caused by Ca^2+^ deficiency, e.g. cleavage furrow regression [29]. Our previous study also proved that the incubation of sperm heads at 37 °C led to defects in fertilization and embryo development potential, which could be rescued with AOA [14]. Moreover, Ebner et al. reported that AOA with Ca^2+^ ionophore could improve blastocyst formation rate and clinical outcomes in infertile patients with previous embryo developmental problems [24]. In Fig. 2; Table 1, the blastocyst formation rate of group C was significantly lower than that of group D. The results revealed that AOA treatment could improve the blastocyst formation rate of activation-deficient sperm ICSI-derived embryos in vitro, which were consistent with the previous studies.

Previous studies indicated that the embryo is sensitive to its very early environment in ART and may have long-lasting consequences [30, 31]. With the rapid development of genome-wide transcriptome analysis, an increasing number of studies have been focusing on the different gene expression following ART manipulation. Now RNA and DNA sequencing have become more useful technologies that could help to study the expression changes observed in AOA-derived embryos. For the first time, our results provide a profile of mRNA expression in early mouse embryos with AOA treatment. 

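Of the genes called in each AOA group against ICSI, 75 were called in both groups in the same direction, 26 of them higher and 49 lower, and 2 in opposite directions. Among the higher genes were the lysosomal hydrolases Sgsh, which breaks down heparan sulfate, and Gla, the alpha-galactosidase, with log2 fold changes over both AOA groups of 0.81 (SE 0.23, adjusted p = 0.313 from edgeR) and 1.9 (SE 0.59). Sgsh had 39 to 52 fragments in the 6 AOA libraries and 18, 34 and 21 in the ICSI libraries, and its exons overlap Card14 on the other strand. Among the lower genes were Krt8 at −1.92 (SE 0.50, adjusted p = 0.232 from edgeR), which overlaps Gm36026 on the other strand, and Gpx7 at −1.47 (SE 0.42). The calls of these 4 genes over both AOA groups held under every alternative run.

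Over both AOA groups together 298 genes passed the thresholds, 114 higher and 184 lower (38.3% higher). With the authors' factors 461 were higher and 43 lower (91.5%), with limma on log2(FPKM + 1) 383 and 45 (89.5%), with total counts 147 and 155 (48.7%), and with quantile-normalized FPKM 167 and 157 (51.5%). None of the 4304 genes passed an adjusted p of 0.05 by edgeR with TMM, where 306 had an unadjusted p under 0.05, by DESeq2 or by limma, while 25 of 12128 genes did by edgeR with no filter on FPKM and 4 with the authors' factors. Without dICSI-AOA replicate 1 there were 13, without ICSI replicate 2 5, without ICSI replicate 5 2 and without ICSI replicate 6 1.

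Both comparisons use the same ICSI libraries. In 100 simulations of unchanged groups against shared controls the shared higher calls were 24.5 ± 5.21 (SD, 14 to 36), against 26 observed, and the shared lower calls 15.1 ± 3.70 (8 to 25), against 49 observed. The shared calls in the same direction were 39.6 ± 6.47 (27 to 57), against 75. When the 9 libraries were regrouped, 7 of 100 splits, the real one included, gave at least 75 (highest other 82). The simulated comparisons held 198 calls on average, against 304 and 284 observed, and independent lists of these sizes would share 3.99 higher and 6.14 lower genes. The covariance of the log2 fold changes across genes was 0.337, against 0.314 in the simulations (0.269 to 0.359). Their correlation was 0.496, against 0.521 (0.481 to 0.565). With 3 ICSI libraries the controls cannot be split, so part of the overlap may come from them. The number of shared calls was 49 without ICSI-AOA replicate 4 (18 higher and 31 lower), and with the authors' factors 149 (144 higher and 5 lower).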

A total of 54 mRNAs, among which 51 were up-regulated and 3 were down-regulated, were significantly altered in both two AOA treatment groups (ICSI-AOA group & dICSI-AOA group) compared to ICSI group. These genes are marked in yellow in the supplement table S4. As described in our result, appropriate AOA treatment did not cause a large number of gene expression changes compared with ICSI group. 

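Of the 4304 genes tested, 7.06% were called in ICSI-AOA and 6.6% in dICSI-AOA against ICSI, and lists of general cell functions lay on both sides of these shares. None of 13 genes of the p53 and apoptosis list and none of 7 glycolysis genes was called by edgeR in either group, while limma on log2(FPKM + 1) called 0 and 2 of the first list and 1 and 1 of the second in ICSI-AOA and dICSI-AOA, all higher, where 81.0% and 90.3% of its calls over all genes were higher. Of 45 ribosomal protein genes, edgeR called 2 higher and 2 lower in ICSI-AOA and 2 higher in dICSI-AOA, and limma 5 higher and 1 lower in each. Of 28 nuclear genes of oxidative phosphorylation edgeR called 1 lower in each, and limma 3 higher and 1 lower in ICSI-AOA and 2 higher in dICSI-AOA. Of 21 ribosome biogenesis genes edgeR called 3 higher and 1 lower in ICSI-AOA and 1 higher in dICSI-AOA, and limma 3 higher and 1 lower, and 2 higher. Of 13 genes of heat shock and the unfolded protein response edgeR called 2 higher and 1 lower in ICSI-AOA and 2 lower in dICSI-AOA, and limma 3 higher, and 2 higher and 1 lower. Of 15 oxidative stress genes edgeR called 2 lower in ICSI-AOA and 1 higher and 2 lower in dICSI-AOA, and limma 1 lower, and 1 higher and 1 lower. Of 13 interferon genes edgeR called none in ICSI-AOA and 3 lower in dICSI-AOA, and limma none, and 1 higher. Of 14 lysosome genes edgeR called 2 higher in ICSI-AOA and 2 higher and 2 lower in dICSI-AOA, and limma 3 and 4 higher. None of these genes passed an adjusted p of 0.05 from edgeR over all genes, and when adjusted over the list alone 1 oxidative stress gene and 2 lysosome genes did, in dICSI-AOA. The share of calls of a list was not tested against that of all genes.

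In simulated data at the depth of these libraries, 200 of 4304 genes were changed. At the paper's thresholds the test called 52% of those changed 2-fold and 84.5% of those changed 4-fold in ICSI-AOA against ICSI. In dICSI-AOA against ICSI it called 43.5% and 79%. At an adjusted p under 0.05 it called 12% and 67% in ICSI-AOA, and 13.5% and 55% in dICSI-AOA. Most 2-fold changes were thus missed at that level. DESeq2 called 146 genes in ICSI-AOA and 133 in dICSI-AOA at the paper's thresholds.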

The noteworthy pathways during oocyte activation were inositol phosphate metabolism and phosphatidyl inositol signaling system pathway. 

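Of 20 tested genes of inositol phosphate metabolism, 2 were higher and none was lower in ICSI-AOA (10% called, against 7.06% of all genes tested), and 1 was higher and 1 lower in dICSI-AOA (10%, against 6.6%). Of 27 tested genes of phosphatidylinositol signaling, 2 were higher and none was lower in ICSI-AOA (7.41%), and 2 were higher and 2 lower in dICSI-AOA (14.8%). By limma on log2(FPKM + 1) 3 were higher in each list in ICSI-AOA, 3 and 4 were higher in dICSI-AOA, and none was lower, where 81.0% and 90.3% of the calls over all genes were higher. In ICSI-AOA the called genes were Plcg1, a phospholipase C that releases inositol trisphosphate, at a log2 fold change of 0.89 (SE 0.37), and Synj2, an inositol 5-phosphatase, at 0.92 (SE 0.44), which overlap Zhx3 and Serac1 on the other strand. In dICSI-AOA Pip5k1c, a phosphatidylinositol 4-phosphate 5-kinase, had 1.68 (SE 0.74), Plcb3, another phospholipase C, had −1.31 (SE 0.57), and Tmem55b, a phosphatidylinositol 4,5-bisphosphate phosphatase that overlaps Apex1, had 0.52 (SE 0.24). Minpp1, a multiple inositol polyphosphate phosphatase, had 0.38 (SE 0.30) and 0.51 (SE 0.30) and did not pass by edgeR with TMM, but passed in dICSI-AOA with limma on log2(FPKM + 1) (0.81), a pseudocount of 0.1 (0.90), sample quality weights (0.79) or the authors' factors (0.92) and without ICSI replicate 2 (0.82) or dICSI-AOA replicate 5 (0.71). Plcz1, the sperm factor that starts oocyte activation, was listed at 0 in every library.

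No member of either list passed an adjusted p of 0.05 by edgeR, over all genes or when adjusted over the list alone. In camera on log2(FPKM + 1), which compares a list with all other genes, the adjusted p was 0.397 and 0.627 for the lists in ICSI-AOA and 0.652 and 0.457 in dICSI-AOA, and with an estimated correlation the adjusted p was 0.851, 0.851, 0.790 and 0.698. In fry the adjusted p for a change of the members in either direction was 0.0171 and 0.0372 in ICSI-AOA and 0.0127 and 0.0149 in dICSI-AOA, a test that does not compare a list with other genes.

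The calls of single members were each lost in some settings. That of Plcg1 was lost without ICSI replicate 6 (0.80) or ICSI-AOA replicate 5 (0.83) and with DESeq2, that of Pip5k1c without ICSI replicate 2 (1.18) or dICSI-AOA replicate 1 (1.29) and with DESeq2, and that of Tmem55b without ICSI replicate 5 (0.29), dICSI-AOA replicate 1 (0.33) or dICSI-AOA replicate 5 (0.56), with quantile-normalized FPKM, DESeq2, no trend in the spread, and a mean FPKM of at least 5 or a mean of at least 10 fragments. That of Synj2 was lost without ICSI replicate 2 (0.93), 5 (0.98) or 6 (0.86) or ICSI-AOA replicate 1 (0.96) or 4 (0.80), and with FPKM, no filter or DESeq2. That of Plcb3 was lost without ICSI replicate 2 (−1.20) or 5 (−1.26) or dICSI-AOA replicate 1 (−1.23) or 5 (−1.03), and with FPKM, the authors' factors or DESeq2.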

The KEEG analyses of these two pathways were showed in supplement Figs. 5 and 6. Oocyte activation is a Ca^2+^-dependent process. And Ca^2+^ ionophores used for AOA treatment give high permeability to cell membranes allowing Ca^2+^ ions to penetrate through. This Ca^2+^ influx from the intracellular stores, particularly the ER, induce an increase of free intracytoplasmic Ca^2+^ in oocytes [32]. Moreover, ionomycin might exert the substantial cellular stress by altering membrane permeability, which may differ from the physiological Ca^2+^ oscillatory response [33, 34]. It is possible that these different events following ICSI-AOA trigger a different wave of gene activation, especially phosphatidyl inositol signaling pathway. In addition, a higher number of up-regulated than down-regulated genes presented in AOA treatment group, suggesting that this artificial activation step stimulate some events initiated by sperm penetration.

It is known that imprinted genes play an important role in regulating the growth and development of embryo and placenta in utero, and also in the early post-natal phase. Some non-physiological embryo culture environments or manipulation in vitro may influence the epigenetic modification of imprinted genes during early embryo-genesis [35]. Some epigenetic changes in pre-implantation embryos may further affect gene expression during fetal development stage [36].Therefore, we focused the study to explore the effect of AOA on expression of imprinted genes. In the mouse, there are about 150 known imprinted genes, many of which occur in imprinted gene clusters that are regulated together. The maternally expressed *Igf2r*, *Slc22a2*, and *Slc22a3* genes and the paternally expressed lncRNA *Airn* were presented in one of the gene cluster on mouse chromosome 17 [37]. 

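On chromosome 17 of mm10 the GENCODE vM21 annotation gives 3 transcripts of Igf2r on the minus strand. The protein-coding transcript Igf2r-201 runs from 12682406 to 12769664, with 48 exons and a spliced length of 8887 bp. The other transcripts are short and carry no annotated protein, Igf2r-202 from 12748653 to 12750800 with 2 exons and 245 bp, and Igf2r-203 from 12698527 to 12701279 with 4 exons and 803 bp. Airn lies on the plus strand, its transcripts together from 12741311 to 12860136. Igf2r-202 lies within that span and Igf2r-201 lies partly in it. The annotated exons of Airn and Igf2r overlap by 0 bp. This does not cover unspliced Airn RNA, which would overlap Igf2r within that span. Airn was not analysed here.

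Of the neighbouring genes, Slc22a2 (12584132 to 12628488) and Slc22a3 (12418960 to 12507704) were listed at 0 in all 9 libraries. Of 6 tested genes of this region, none was called in ICSI-AOA or in dICSI-AOA against ICSI by edgeR, while 2 were called higher in each by limma on log2(FPKM + 1). Tcp1, a chaperonin subunit at 12915701 to 12925067 that overlaps Acat3 on the other strand, had 8, 3 and 6 fragments in ICSI-AOA and 0, 5 and 0 in ICSI, a log2 fold change of 1.62 (SE 0.98) that passed with limma on log2(FPKM + 1) (3.16), a pseudocount of 0.1 (5.39), quantile-normalized FPKM (3.09), sample quality weights (3.04) or the authors' factors (1.89) and without ICSI replicate 5 (5.50).

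**Figure D4:**
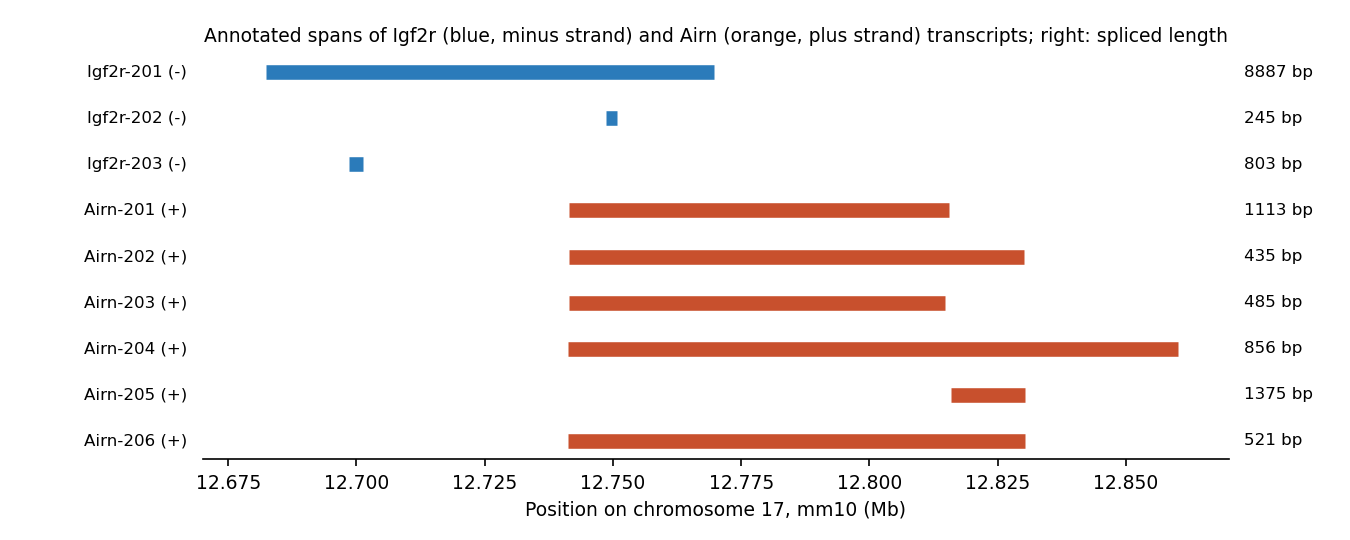
Annotated spans of the Igf2r transcripts (blue, minus strand) and the Airn transcripts (orange, plus strand) along chromosome 17 of mm10, in Mb, with the spliced length of each transcript in bp at the right. Igf2r-202, of 245 bp, lies within the span of Airn and Igf2r-203, of 803 bp, outside it.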

Imprinting of *Igf2r* gene is controlled by DMR2 that contains the promoter of the long non-coding (lnc) RNA *Airn*, whose transcript overlaps the paternal *Igf2r* promoter in an antisense orientation [38]. *Igf*2*r* is initially biallelically expressed from four-cell stage to the blastocyst and does not show maternal-specific expression until implantation [39, 40]. The expression of *Igf2r* in somatic tissues is related to the DMRs on the parental chromosomes, which DMR1 includes the *Igf2r* promoter, and DMR2 is located in intron 2 of *Igf2r*, encompassing the *Airn* promoter. DMR2 acquires its maternal methylation during oogenesis, whereas DMR1 acquires paternal methylation after post-implantation[41]. In ICSI control blastocysts, the precise ICR border in maternal allele was maintained. However, DNA methylation had spread in the 3’direction in AOA treatment blastocysts. The results indicated that DMR2 maternal allele methylation increases or spreads in pre-implantation embryos with AOA treatment, which were consistent with that occurring during gastrulation (E6.5-E7.5). This study proposed that AOA treatment may stimulates maternal allele-specific mehtylation spreads in advance at DMR2, followed by initiation of paternal *Airn* transcription, resulting up regulated expression of *Igf2r*.

The previous studies proved that reduction of *Igf2r* gene expression has functional consequences for increased birth weight [42] and the biallelic *Igf2r* expression (+/R2Δ), compared with wild-type mice that have imprinted maternal-specific expression, has the decreased weight of mice [43]. Post-implantation development results indicated that the lower birth weight observed in neonates of AOA groups compared with that of ICSI group, which may be the result of IGF2R overexpression in advance. Nevertheless, no significant differences were found in post-natal growth of the pups in present study.

## Conclusions

The aim of this study was to determine the effect of AOA treatment on the gene expression in the developing mouse embryo. In this study, we provide a profile of the changes in the global patterns of gene expression in ICSI-AOA treatment versus ICSI generated mouse blastocysts. Another key observation in this study is that AOA treatment affects imprinted gene *Igf2r* expression, which is regulated by the imprinted *Airn* lncRNA. It is hoped that the study could provide valuable insights of AOA technology in assisted reproduction biology. And further studies are needed to evaluate the long-term effect of AOA on the offsprings.

## Supplementary Information

**Additional file 1: Figure S1.** Dynamic regulation of Igf2r/Airn in the preimplantation embryo. What was previously known? In preimplantation embryos or undifferentiated ES cells, Igf2r is expressed biallelically (dashed arrow) and Igf2r promoter is unmethylated on both parental alleles (white oval). Airn is silent, and promoter is methylated on the maternal allele (black hexagon) and unmethylated on the paternal allele (white hexagon). In late post-implantation or late differentiated ES cells, Igf2r is up-regulated on the maternal allele (thick green arrow), but its up-regulation is blocked on the paternal allele by Airn transcriptional interference in cis. The paternal Igf2r promoter gains DNA methylation in late post-implantation or late differentiation (black oval). Airn (wavy line) is transcribed from the unmethylated paternal allele. References: 1(Szabo and Mann,1995), 2(Lerchner and Barlow, 1997), 3(Wang et al., 1994), 4(Stoger et al., 1993), 5(Braidotti et al., 2004), 6(Mikkelsen et al.,2007), 7(Latos, P.A.,2009), 8(Sleutels et al., 2002), 9(Latos, P.A., et al.2012), 10(Marcho, C., et al. 2015).

**Additional file 2: Figure S2.** Airn DMR2 MS-methylation in two flanks of 3’ boundary. (A) DMR2 MS-methylation state in the left side of 3’ boundary in mouse blastocysts. The analyzed region contains 10 CpG sites and five clones were sequenced for each array of the group. (B) DMR2 MS-methylation state in the right side of 3’ boundary in mouse blastocysts. The analyzed region contains 7 CpG sites and five clones were sequenced for each array of the group.

**Additional file 3.** Postnatal growth of the pups. Postnatal growth of male (A) and female (B) pups during the first 8 weeks after birth obtained following ICSI (green), ICSI-AOA (red), or dICSI-AOA (blue). Data are Mean±SD. X-axis: time in weeks; Y-axis: body weight in g.

**Additional file 4: Figure S4.** Duration of the every Ca2+ transient. (A) Schematic showing how duration times were measured. (B) Graph comparing the mean duration times of a single Ca2+ transients in all groups. Asterisks indicate significant differences compared to ICSI control group.

**Additional file 5: Figure S5.** Iositol phosphate metabolism by The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis.

**Additional file 6: Figure S6.** Posphatidylinositol signaling system by The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis.

**Additional file 7.**

## Data Availability

All data generated through this study are included in this article.

# Supplementary material for: DNA methylation and gene expression changes in mouse pre- and post-implantation embryos generated by intracytoplasmic sperm injection with artificial oocyte activation
**Source:** Reprod Biol Endocrinol. 2021 Nov 4;19:163. doi: 10.1186/s12958-021-00845-7
**Supplement:** Supplementary file 7 — Additional file 7.

Table S1 Sequence of primers used in the real-time PCR and bisulphate methylation-specific PCR analyses.

| Gene | Accession | Primer type | Primer sequence (5′-3′) |
| --- | --- | --- | --- |
| Mouse *Igf2r* | 16004 | *Igf2r*_F | TTCGACCTATAAGAAGCCTT |
|  |  | *Igf2r*_R | GGGTACTTTGCTTTTGGGTA |
|  |  | Outside F | TTGGGTTTTTTTATTTAATTTTATTT |
|  |  | Outside R | AACCTAACAACCCCAAAATTACTC |
|  |  | Methylated-specific F | TTATTTCGGTTATCGTATTGGTTTC |
|  |  | Methylated-specific R | ACAACCCCAAAATTACTCACG |
|  |  | Unmethylated-specific F | AATTTTATTTTGGTTATTGTATTGGTTTT |
|  |  | Unmethylated-specific R | TAACAACCCCAAAATTACTCACAC |
| Mouse *Airn* | 104103 | *Airn*_F | GGGTGGAGCCTTATGATGAA |
|  |  | *Airn*_R | TGAAGCCTGGGTTTCATTTC |
|  |  | O-F | TTAAGGGTGAAAAGTTGTATAAGGAG |
|  |  | O-R | ACAAAACCCTCTAAATCCTCCTATC |
|  |  | I-F | GGGTTGTGATTTTGGTTATGTTAAG |
|  |  | I-R | CACCTTCATTTACATAACCAATAAAAA |
|  |  | Outside F1 | GAGGTGAGGGTTTTATTGATT |
|  |  | Outside R1 | AAACCCTACCCTTATACAACTTC |
|  |  | Methylated-specific F1 | TAGTATAATTTTAATTGTGTTGCGA |
|  |  | Methylated-specific R1 | AAATTACTCCGAACCCTCGAA |
|  |  | Unmethylated-specific F1 | AGGATTTTAGTATAATTTTAATTGTGTTGT |
|  |  | Unmethylated-specific R1 | AAATTACTCCAAACCCTCAAA |
|  |  | Outside F2 | GGGTTGTGATTTTGGTTATGTTAAG |
|  |  | Outside R2 | AACCAATAAAAAACCCTAATCTTAC |
|  |  | Methylated-specific F2 | TGTAAATTGTATAAGGGGAGGATTC |
|  |  | Methylated-specific R2 | ACCCTCATACATAACCAAAATAACG |
|  |  | Unmethylated-specific F2 | TAAATTGTATAAGGGGAGGATTTGA |
|  |  | Unmethylated-specific R2 | CCCTCATACATAACCAAAATAACAC |

F, forward; R, reverse.

Table S2 Calcium oscillation pattern analysis

|  | n | Oocytes with calcium rises, n (%)* | Calcium rises per responding oocytes, n ± SD | Amplitude of calcium rises, mean ± SD |
| --- | --- | --- | --- | --- |
| ICSI | 45 | 42(93.33%)^a^ | 9.52±3.15^a^ | 2.40±0.05 |
| dICSI | 48 | 16(33.33%)^b^ | 3.56±2.22^b^ | 2.38±0.05 |
| Sham ICSI | 10 | 0 | 0±0 | 0±0 |
| Non-injected oocytes | 10 | 0 | 0±0 | 0±0 |

a-b Values with different superscripts within same column are significantly different (*P* < 0.05)

* defined with ≥ 1 Ca^2+^ spike/recording period

Table S3 The number of oocytes in different Ca^2+^ oscillations patterns following normal mouse spermatozoa or oocyte activation-deficient mouse spermatozoa ICSI with different concentration of ionomycin.

|  | No. of oocytes | | | |
| --- | --- | --- | --- | --- |
|  | 0 | + | ++ | +++ |
| ICSI (n=45) | 3 | 3 | 9 | 30 |
| dICSI (n=48) | 32 | 8 | 8 | 0 |
| dICSI-AOA 1μM (n=45) | 8 | 10 | 12 | 15 |
| dICSI-AOA 2.5μM (n=40) | 2 | 4 | 8 | 26 |
| ICSI-AOA 2.5μM (n=35) | 2 | 2 | 5 | 26 |

Frequency pattern of Ca^2+^ oscillations: ‘+++’ >8; ‘++’ 4–8; ‘+’ 1–3; ‘0’, absence of Ca^2+^ oscillations.

Table S5 Post-implantation development.

| Group | Transferred  embryos, n | Recipients, n | Newborn rate per pregnant recipient^a^, (%) | Birth weight,  Mean±SD |
| --- | --- | --- | --- | --- |
| ICSI | 65 | 4 | 21 (32.3%) | 1.44±0.05 |
| ICSI-AOA | 75 | 5 | 25 (33.3%) | 1.34±0.05* |
| dICSI-AOA | 72 | 5 | 22 (30.6%) | 1.33±0.06* |

^a^ pups/transferred embryos

* With the same column are significantly different (P＜0.05)

How the deposited data were processed for this re-analysis (not part of the article)

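RNA was measured in 9 libraries of mouse blastocysts collected on day 3.5, each from 5 pooled blastocysts, with 3 libraries each for ICSI, ICSI-AOA and dICSI-AOA. The AOA groups received 2.5 µM ionomycin. The paper states that the reads were paired-end, trimmed with cutadapt 1.9.3 and aligned with HISAT2 to mm10. The FPKM values were made by the authors with Cuffdiff from an Ensembl gene annotation before deposition, and the scaling that Cuffdiff used between libraries is not stated. The estimated counts, as deposited by the authors, were taken to be Cuffdiff's estimated fragments per gene multiplied by a factor for each library. This reading rests on the single step between the values of each library. The versions of HISAT2 and Cuffdiff are not stated.

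The step between estimated counts was found in each library, and the counts were divided by it and rounded to give fragments. Libraries held 128176 to 172307 fragments, and 1788 to 2033 genes per library had 10 or more. The genes tested were the 4304 with a mean FPKM of at least 1 over the 9 libraries. On fragments simulated at the depth of these libraries, with 200 of the 4304 genes changed, the test called 43.5% to 58.5% of genes changed 2-fold and 78% to 86.5% of genes changed 4-fold, and 3.95% to 5.24% of unchanged genes.

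Groups were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test on TMM-scaled fragments with 1 mean per group, in 4 comparisons, ICSI-AOA with ICSI, dICSI-AOA with ICSI, dICSI-AOA with ICSI-AOA and both AOA groups with ICSI. The test of each comparison, with limma named for FPKM and edgeR for counts, and the gene lists were chosen before the data were examined. Igf2r was also compared by exact permutation of libraries. Depth was tested with edgeR on fragments that were not scaled between libraries. This test and those of mitochondrial genes, of the length of Igf2r and of the authors' factors were chosen after the result was seen. The separation of the groups used Euclidean distances of log2(FPKM + 1) with average-linkage clustering, principal components without scaling and an exact permutation test over 280 splits. Replicate numbers were not used as pairs in the main fit. Libraries of the AOA groups with the same number were correlated by 0.0794, 0.00236 and 0.0528 after group means were removed. Those with different numbers were correlated by −0.0765 to 0.0280. These values are small but do not exclude pairing. With the replicate block 19 genes passed an adjusted p of 0.05 from edgeR between the AOA groups, against 6 without it.

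Gene lists were 28 in number with 1200 entries, and the 21 with at least 5 tested genes were compared as sets with camera (preset correlation 0.01 and, beside it, estimated correlation) and fry from limma 3.58.1 on log2(FPKM + 1). They cover imprinted genes, the genes of Fig. 4C, other epigenetic regulators, inositol phosphate metabolism, phosphatidylinositol signaling, calcium handling, markers of trophectoderm, epiblast, primitive endoderm, oocyte, zygotic genome activation, cumulus cells and sperm, genes of the Y chromosome, heat shock and unfolded protein response, p53 and apoptosis, oxidative stress, nuclear and mitochondrial genes of oxidative phosphorylation, glycolysis, cholesterol synthesis, lysosome, cell cycle, immediate early genes, interferon response, ribosomal proteins, ribosome biogenesis and the Igf2r region. Exon overlaps and transcript lengths were taken from GENCODE vM21, to which 93.6% of the genes were matched.

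Genes to name were set by a rule written in advance. For each comparison it takes the 6 largest rises and 4 largest falls among called genes whose groups do not overlap, every gene that the paper names with Nnat, Inpp5f, Minpp1 and Tmem55b, the 5 largest folds in each direction in Table S4, whose values were seen before the rule was written, up to 4 members of each list with the smallest p, and any gene past an adjusted p of 0.05 in both AOA groups, of which there was none. Values are given for a part of these genes, chosen for length after the values were seen. Vps26b, Gsg2, Ctu2, Pde5a, Syt12, Gm5148 and Commd1 lie outside the rule, as do Actb, Eef1a1 and mt-Nd6, which are given for their fragments.

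Alternatives set in advance were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, upper quartile scaling, quantile normalization, leaving out genes at 0 in any library, no trend in the spread, sample quality weights, fitting only the libraries compared, a replicate block and leaving out each library in turn. Those that need FPKM on a log scale were run with limma. Added after the data were examined were limma on log2(FPKM + 1), the authors' factors, total counts as the only scaling, DESeq2 1.42.0, a mean of at least 10 fragments, log2 CPM of fragments, and the ratio of mean FPKM for Igf2r. Table S4, of which 132, 265 and 109 genes were analysed here, was used for naming genes and for counts of its genes called here, and no enrichment test was run on it.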

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

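The tests of mitochondrial genes, of the length of Igf2r, of the authors' factors and of depth were chosen after the result was seen.

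The effects of the AOA groups against ICSI differed in 6 genes, by the direct comparison of dICSI-AOA with ICSI-AOA at an adjusted p under 0.05 from edgeR. The log2 differences were 3.08 for Alpk3, 5.27 for Acot11, 1.86 for Pde5a and 1.44 for Gm5148, all higher in 3 of 3 dICSI-AOA libraries than in any ICSI-AOA library, and −1.55 for Ctu2 and −1.0 for Syt12, lower in 3 of 3. With the replicate block or with no filter 19 genes passed, with a mean of at least 10 fragments 3, with no trend in the spread 2 and by limma on FPKM 0. Without ICSI-AOA replicate 4 no gene passed, without dICSI-AOA replicate 1 there were 12, without ICSI replicate 5 there were 10, and without ICSI-AOA replicate 5, dICSI-AOA replicate 4 or dICSI-AOA replicate 5 there were 3, 2 and 1. Alpk3 (adjusted p = 0.00194 from edgeR) and Ctu2 (adjusted p = 0.0149 from edgeR) are not among the genes that the Table S4 copy used here holds for this comparison. The sperm of the dICSI-AOA group differed from those of the ICSI-AOA group, and no explanation was tested for these genes.

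Genes that every cell uses had few fragments, and genes whose exons overlap a gene on the other strand held 62.3% of all fragments, with a mean of 21.6 per library against 3.02 in genes without overlap. This may come from fragments counted on the strand opposite to the transcript. The medians were 1.33 and 0, and with the share of 62.3% they met the bounds written before this test. Against a median of 0 any positive median meets the bound on their ratio, so that part decides nothing. The share that counting on the transcript's own strand would give was not computed. Of genes with the overlap 80.3% had any fragments, against 48.9% of those without. Among ribosomal protein genes those with the overlap had 3.28 times the mean fragments of the others. Of the mitochondrial genes mt-Nd5, which lies opposite the transcript of mt-Nd6, was above the 11 other heavy-strand genes in 9 of 9 libraries. For mt-Nd6, on the light strand, this held in 1. Neither of these 2 tests decides it. Over the 9 libraries mt-Cytb, mt-Atp6 and mt-Atp8 were listed at 0, and mt-Co2 and mt-Co3 had 84 and 89 fragments. In contrast mt-Nd4, mt-Nd2 and mt-Nd1, also of the heavy strand, had 7895, 6459 and 4209. Small or structural RNAs on the same strand are argued against, since genes that overlap them held 2.96%. Such counting would hold for every gene. What a change of a named gene means for its own transcript therefore stays open, also where no partner on the other strand is annotated, as for Vps26b and Gsg2. No biological explanation was tested.

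Igf2r was higher in FPKM and not in fragments in the AOA groups. The highest length implied for an AOA library was 1347 bp, against 8887 bp for the full-length transcript and at least 9247 bp in the ICSI libraries, so the rise in FPKM may come from fragments assigned to short transcripts. FPKM divides by length, so this test is close to arithmetic and was made on the same data. Whether AOA led to short transcripts or the assignment differed for another reason stays open.

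More genes were up than down in both AOA groups in FPKM and with the authors' factors. With TMM the higher of the up-regulated shares was 46.83%, but TMM centres the genes, so a true rise of most genes and the authors' factor cannot be told apart. Of the genes called up in FPKM, 39.8% in ICSI-AOA and 27.8% in dICSI-AOA were also called up in TMM-scaled fragments, which leaves the same question open. A difference in depth stays open too, since on fragments not scaled between libraries, which leaves depth in and the authors' factors out, the up-regulated share was 64.7% in ICSI-AOA (51.9% without ICSI replicate 2 to 81.3% without ICSI replicate 5) and 74.8% in dICSI-AOA (62.0% and 82.4% without the same libraries), against 87.2% and 91.9% with those factors. A rise in RNA per blastocyst after AOA stays open as a biological explanation and was not tested.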

How the results depend on the processing

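The settings limma on log2(FPKM + 1), authors' factors, total counts, DESeq2, mean of at least 10 fragments, log2 CPM of fragments and ratio of mean FPKM were chosen after the result was seen, and the others in advance. Values are given in the order ICSI-AOA against ICSI, dICSI-AOA against ICSI, dICSI-AOA against ICSI-AOA and both AOA groups against ICSI where 4 are given. Unless a construction is named, the cause was not tested.

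For the counts, lists, separation and Igf2r under the alternatives set in advance, 281 values stayed on their side, 82 counts moved, 9 values passed a threshold and 2 reversed, and under those added later 71, 38, 3 and 2. For single genes 1326 values stayed on their side, 180 no longer passed, 21 passed and 2 reversed, and under those added later 324, 62, 10 and 2. No gene of Fig. 4C was called in any comparison under any setting run, though most of them had too few fragments for a call to be likely. Of 71 calls of single genes that were followed, 30 held under every alternative.

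With a pseudocount of 0.1 (limma on FPKM) the genes at an adjusted p under 0.05 were 0, 0 and 0 in the first 3 comparisons, the imprinted genes called 2, 2, 1 and 1, the shared calls 135 and the separation 1.014 (exact permutation p = 0.0464). Igf2r reversed to 4.48 in ICSI-AOA (adjusted p = 0.290 from limma) and passed in dICSI-AOA at 4.63 and in both at 4.55, and mt-Nd4 in dICSI-AOA reversed to 0.00134. With quantile normalization (limma on FPKM) the adjusted counts were 0, 0 and 0, Igf2r reversed to 3.32 in ICSI-AOA and passed at 3.37 in dICSI-AOA and 3.34 in both, the imprinted genes were 1 in dICSI-AOA against ICSI-AOA and 1 in both, and the separation was 1.016 (exact permutation p = 0.0357). With sample quality weights (limma on FPKM) the adjusted counts were 0, 0 and 0, the calls 487 in dICSI-AOA and 479 in both, and Luzp1 in dICSI-AOA reversed to 2.31.

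With no filter more genes are tested, and the calls were 529, 467, 503 and 591, with 18, 24, 19 and 25 at an adjusted p under 0.05. With a mean FPKM of at least 5 fewer genes are tested, and the calls were 156, 134, 134 and 145, with 0 adjusted and 0 imprinted in ICSI-AOA and 38 shared. With genes at 0 in any library left out and with only the libraries compared the adjusted count of ICSI-AOA was 0, and with no trend in the spread the adjusted counts were 0, 0 and 2. With the replicate block, which pairs libraries by number, the adjusted count of dICSI-AOA against ICSI-AOA was 19. Over the genes called in any pairwise comparison the separation was 1.298 (exact permutation p = 0.00357), on genes chosen from the same libraries.

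With limma on log2(FPKM + 1) the adjusted counts were 0, 0 and 0, the imprinted genes 2, 3, 1 and 1, the calls in dICSI-AOA 434 and the shared calls 122. Igf2r reversed to 3.42 in ICSI-AOA and passed at 3.58 in dICSI-AOA and 3.50 in both, Luzp1 reversed to 2.02 and mt-Nd4 to 0.00121 in dICSI-AOA. With the authors' factors the adjusted counts were 6, 7 and, for both AOA groups, 4, the imprinted genes 0, 2 and, in dICSI-AOA against ICSI-AOA, 1, the calls 555 in dICSI-AOA and 504 in both, and the shared calls 149. With a mean of at least 10 fragments the calls were 177, 165, 141 and 169, the adjusted counts 0, 0 and 3, and the imprinted genes in both 1. With DESeq2 the calls were 146, 133, 121 and 151, the adjusted count in ICSI-AOA 2, the imprinted genes 0 and 0, and the shared calls 28. With log2 CPM of fragments 1 list was called in dICSI-AOA (adjusted p = 0.0384 from limma, and 0.701 with an estimated correlation), and the separation was 1.024 (exact permutation p = 0.0143). With the ratio of mean FPKM, which has no test, Igf2r was at 4.51, reversed, and at 5.28, 0.77 and 4.95.

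Leaving out each library in turn, the adjusted counts were 0 to 4, 0 to 16, 0 to 12 and 0 to 13, the imprinted genes 0 to 2, 0 to 1, 1 to 3 and 0 to 1, and the shared calls 49 (without ICSI-AOA replicate 4) to 93 (without ICSI replicate 2). The lists called by camera at the preset correlation were 0 to 1 in dICSI-AOA and 0 to 1 in both, with 1 without dICSI-AOA replicate 4. The estimated correlation was not run on these fits, and with all libraries it called 0 lists. The separation was 1.01 to 1.035 and passed 0.05 without ICSI-AOA replicate 4 or dICSI-AOA replicate 4. The calls at the paper's thresholds stayed within 1.5 times, at 241 to 331, 239 to 340, 217 to 346 and 263 to 332. Igf2r was at −0.40 to 0.23, 0.16 to 0.77, 0.38 to 0.86 and −0.11 to 0.50, and was not called. Where a group keeps 2 libraries, its spread is taken from all groups.

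Depth limits genes with few fragments, since of simulated 2-fold changes between 43.5% and 58.5% were called. At an adjusted p under 0.05 it was between 12% and 21.5%.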

Differences from the paper's values

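The settings named here as chosen after seeing the values are the added ones, and all others were set before the data were examined. All counts use the paper's thresholds on a different test.

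The paper gives 133 DEGs for ICSI-AOA against ICSI, and 304 were called here. The paper's table gives 109 for dICSI-AOA against ICSI-AOA, and 284 were called here. Of the 18 and 19 alternatives set in advance, a mean FPKM of at least 5 comes within 1.5 times in each case and the others do not. DESeq2, chosen after seeing the values, gave 146 and 121 and dropped 104 of the 132 and 66 of the 109 genes of the paper's table that were analysed here. A mean of at least 10 fragments, chosen after seeing the values, gave 177 and 141 and dropped 89 and 61, where edgeR with TMM dropped 78 and 39 and called the others in the paper's direction.

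The paper gives 248 up-regulated and 18 down-regulated DEGs in dICSI-AOA, and 133 and 151 were called here. It gives 14 down-regulated in ICSI-AOA, and 175 were called here. Of the 18 alternatives set in advance, no filter comes within 1.5 times of the 248 and the others do not, and none comes within 1.5 times of the 14 or the 18. Total counts as the only scaling, chosen after seeing the values, gave 167 for the 248 and dropped 192 of 265 genes of the paper's table. The paper's up-regulated shares are 89.5% and 93.2% in ICSI-AOA and dICSI-AOA, and 42.4% and 46.8% were found here. A pseudocount of 0.1 and sample quality weights come within 1.5 times of both, and the other 16 do not. Limma on log2(FPKM + 1) and the authors' factors, both chosen after seeing the values, gave 81.0% and 90.3%, and 87.2% and 91.9%. The first dropped 53 of 132 and 106 of 265 genes of the paper's table and the second 42 and 83, where edgeR with TMM dropped 78 and 204. The paper's down-regulated shares are 10.5% and 6.8%, and 57.57% and 53.17% were found here, where of the 18 alternatives set in advance none comes within 1.5 times of the first, and of the second a pseudocount of 0.1 does and the others do not. The authors' factors, chosen after seeing the values, gave 12.8% and 8.11%, and limma on log2(FPKM + 1), also chosen after seeing the values, 9.68% for the second, with the genes dropped as given above.

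The paper gives Igf2r fold changes of 22.786 in ICSI-AOA and 38.849 in dICSI-AOA, and the fragments here gave 0.940 and 1.37. Of the 14 alternatives set in advance for it, a pseudocount of 0.1 comes within 1.5 times for the first and none for the second. The ratio of mean FPKM, chosen after seeing the values, gives the paper's values, and limma on log2(FPKM + 1), also chosen after seeing the values, calls Igf2r up-regulated in both AOA groups, as the paper states and as its quantitative PCR in Fig. 4B runs. Limma on FPKM with a pseudocount of 0.1, quantile normalization or sample quality weights, the last set in advance for other values only, also calls it up-regulated in both. With edgeR on fragments Igf2r was not called, at log2 fold changes of −0.09 and 0.45.

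The paper gives 51 genes up-regulated and 3 down-regulated in both AOA groups, and 26 and 49 were called here. Of the 12 alternatives set in advance for these counts, quantile normalization and leaving out ICSI replicate 2 or ICSI replicate 5 come within 1.5 times of the first, and none of the second. No filter, set in advance for other values only, gave 43 for the first, and total counts as the only scaling, chosen after seeing the values, gave 34 and dropped 71 of 132 and 192 of 265 genes of the paper's table. The authors' factors, chosen after seeing the values, gave 144 and 5 and dropped the 42 and 83 genes given above. The paper gives 2 imprinted DEGs in ICSI-AOA, and 1 was called here. Of the 12 alternatives set in advance for this count, a pseudocount of 0.1 and leaving out ICSI-AOA replicate 1 gave 2 and the other 10 did not. Sample quality weights, set in advance for other values only, gave 2, and limma on log2(FPKM + 1), chosen after seeing the values, gave 2, Igf2r and Nnat, which the paper's table holds for this comparison, and dropped the 53 genes given above.

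The paper's principal components hold about 41% in Fig. 3D and about 34% in Fig. 3D, read by eye, and 18.1% and 14.4% were found here over all genes. For the first no alternative of 14 comes within 1.5 times, and for the second the genes called in any pairwise comparison do. The genes called in FPKM, chosen after seeing the values, gave 33.2% and 25.4%. The paper states that ICSI libraries form a branch of their own in the clustering. Here the dICSI-AOA libraries split first over the genes called in fragments, and the ICSI libraries over the genes called in FPKM.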

Other observations

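The camera test on fragments and the calls by limma on log2(FPKM + 1) were chosen after the result was seen, as were the bounds by which the tests on other splits are read, and the lists were chosen in advance.

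In the lysosome list Sgsh and Gla were higher in both AOA groups, at log2 fold changes of 0.79 (SE 0.26) and 1.80 (SE 0.66) in ICSI-AOA and 0.82 (SE 0.26) and 2.00 (SE 0.65) in dICSI-AOA. Of 14 tested lysosome genes 2 were called higher in ICSI-AOA, and 2 higher and 2 lower in dICSI-AOA, with 0 and 2 when adjusted over the list alone. The call of Gla in ICSI-AOA was lost without ICSI replicate 2 (1.30) or ICSI-AOA replicate 5 (1.53). Of 8 trophectoderm genes 2 were lower in ICSI-AOA, Krt8 at −2.15 (SE 0.62) and Elf5 at −1.53 (SE 0.64), and 1 in dICSI-AOA, Krt8 at −1.69 (SE 0.59), with 1 and 0 when adjusted over the list alone. The call of Krt8 in dICSI-AOA was lost with a pseudocount of 0.1 on FPKM, and that of Elf5 without ICSI replicate 5 (−0.11) or ICSI-AOA replicate 5 (−1.41), in FPKM, with DESeq2 and with only the libraries compared. Of 24 calcium handling genes 1 was lower in ICSI-AOA and 3 in dICSI-AOA, among them Calr at −1.86 (SE 0.69), lost without ICSI replicate 6 (−0.81) or dICSI-AOA replicate 5 (−1.41) and in FPKM.

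Calls of other lists are given in the order ICSI-AOA and dICSI-AOA against ICSI by edgeR, where 7.06% and 6.6% of all genes tested were called. Of 10 mitochondrially encoded genes 1 was lower in each, of 6 cholesterol genes 1 lower in each, of 16 cell cycle genes 1 lower in each and of 5 immediate early genes 1 lower in each. Of 6 sperm genes none was called and 1, Tssk6, was higher, and of 2 genes of zygotic genome activation 1, Sp110, was lower in ICSI-AOA and none in dICSI-AOA, with 1 and 0 when adjusted over the list alone. Of 3 epiblast, 4 primitive endoderm, 1 oocyte and 2 cumulus genes none was called by edgeR, where 307 and 286 of 4304 genes had an unadjusted p under 0.05, and no gene of the Y chromosome was tested. By limma on log2(FPKM + 1), where 81.0% and 90.3% of the calls over all genes were higher, cell cycle genes had 2 and 4 higher and none lower, lysosome genes 3 and 4 higher and none lower, and calcium handling genes 2 higher in ICSI-AOA and 2 lower in dICSI-AOA. It called 1 trophectoderm gene lower in each, 2 primitive endoderm genes higher in ICSI-AOA, and 2 sperm genes, 1 cholesterol gene and 1 cumulus gene higher in dICSI-AOA, and no mitochondrially encoded, immediate early, zygotic genome activation, epiblast or oocyte gene.

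On log2(FPKM + 1) no list was called by camera, or by fry for a change on balance in 1 direction, in any of the 4 comparisons, with smallest adjusted p-values from camera of 0.271, 0.138, 0.872 and 0.146. On fragments camera called 1 list, the mitochondrially encoded genes, lower in dICSI-AOA (adjusted p = 0.0384 from limma), and with an estimated correlation the adjusted p was 0.701. Fry for a change in either direction, which does not compare a list with other genes, was under 0.05 in ICSI-AOA for inositol phosphate metabolism, lysosome and the Igf2r region (adjusted p = 0.0171 from limma for each) and phosphatidylinositol signaling (0.0372). In dICSI-AOA it was under 0.05 for lysosome (adjusted p = 0.00566 from limma), inositol phosphate metabolism and heat shock (0.0127 each), phosphatidylinositol signaling (0.0149), imprinted genes (0.0158), the Igf2r region (0.0220) and interferon (0.0499). Between the AOA groups it was under 0.05 for nuclear oxidative phosphorylation genes (adjusted p = 0.0217 from limma). For both AOA groups against ICSI it was under 0.05 for inositol phosphate metabolism and lysosome (adjusted p = 0.00299 from limma for each), phosphatidylinositol signaling (0.00768), the Igf2r region (0.00875), imprinted genes (0.0110) and heat shock (0.0159).

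The libraries were split in other ways to ask how often such results arise. For 3 libraries against 3 the 10 splits are too few for a share under 0.05. The calls were 304 in ICSI-AOA, reached by 1 of 10 splits (highest other 225), 284 in dICSI-AOA, by 2 of 10 (303), and 284 between the AOA groups, by 1 of 10 (255). The genes at an adjusted p under 0.05 were 1, by 5 of 10 splits (2), 1, by 8 of 10 (17), and 6, by 1 of 10 (2), and the 17, several times the real count and the highest of 10 splits, point to a structure among those libraries that was not tested. The imprinted genes called were 1, by 5 of 10 (1), 1, by 7 of 10 (2), and 2, by 3 of 10 (2). The genes of Fig. 4C and the lists called were 0, which 10 of 10 splits reach, with highest others of 2, 2 and 1 and of 1, 1 and 1. Any split reaches a count of 0, so this share tests nothing.

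For both AOA groups against ICSI 100 splits were drawn. The 298 calls were reached by 1 of 100 (highest other 278), and the 660 genes called in any pairwise comparison by 1 of 100 (623). That share is the smallest that 100 splits can give. Its bound was chosen after the result was seen, so chance is not excluded. The splits do not tell AOA from other differences between the groups. Chance cannot be excluded for the 75 shared calls, reached by 7 of 100 (82). Nor can it for the separation of 1.298 over genes called anew in each split, by 20 of 100 (1.37). The counts of 0 for genes at an adjusted p under 0.05, imprinted genes, genes of Fig. 4C and lists are reached by 100 of 100 splits. This holds for any count of 0 and is not a test. The highest others were 7, 3, 2 and 1.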
